# RNA-seq based transcriptional analysis of *Saccharomyces cerevisiae* and *Lachancea thermotolerans* in mixed-culture fermentations under anaerobic conditions

**DOI:** 10.1186/s12864-019-5511-x

**Published:** 2019-02-18

**Authors:** Kirti Shekhawat, Hugh Patterton, Florian F. Bauer, Mathabatha E. Setati

**Keywords:** Transcriptome, RNA-seq, Wine fermentation, Yeast interactions, *Lachancea thermotolerans*, *Saccharomyces cerevisiae*, Mixed-cultures, Anoxia

## Abstract

**Background:**

In wine fermentation starter cultures, the blending of non-*Saccharomyces* yeast with *Saccharomyces cerevisiae* to improve the complexity of wine has become common practice, but data regarding the impact of co-cultivation on yeast physiology and on genetic and metabolic regulation remain limited. Here we describe a transcriptomic analysis of mixed fermentations of *Saccharomyces cerevisiae* and *Lachancea thermotolerans*. The fermentations were carried out in carefully controlled environmental conditions in a bioreactor to reduce transcriptomic responses that would be due to factors other than the presence of the second species.

**Results:**

The transcriptomic data revealed that both yeast species showed a clear response to the presence of the other. Affected genes primarily belonged to two groups: genes whose expression can be linked to the competition for certain trace elements such as copper and iron, as well as genes required for cell wall structure and integrity. Furthermore, the data revealed divergent transcriptional responses with regard to carbon metabolism in response to anoxic conditions.

**Conclusions:**

The results suggest that the mixed fermentation created a more competitive and stressful environment for the two species than single strain fermentations independently from total biomass, i.e. competition between cells of the same species is less stressful, or may present a different set of challenges, than interspecies competition. The changes in cell wall and adhesion properties encoding genes suggest that the adjustment of physical contact between cells may play a direct role in the response to the presence of competing species.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5511-x) contains supplementary material, which is available to authorized users.

## Background

During crushing of grapes, grape juice is exposed to air and becomes saturated with oxygen. Oxygen may also be discretely introduced into the wine fermentation process at various stages in amounts ranging from 2 mg L^− 1^ to 6 mg L^− 1^ depending on the method employed [1, 2]. Most of the oxygen is rapidly consumed by yeast cells, and concomitant CO_2_ production has a negative impact on oxygen dissolution, creating an anaerobic environment [1]. Several yeast species that constitute the wine fermentation community including members of the genera *Saccharomyces*, *Torulaspora*, *Hanseniaspora*, *Lachancea*, *Pichia*, *Candida* and *Starmerella* are facultative anaerobes that can grow and survive under these conditions. However, most of the non-*Saccharomyces* yeasts have high oxygen demands and low fermentation capacity compared to *Saccharomyces* species, particularly *Saccharomyces cerevisiae* [3–5]. Consequently, such species are used in mixed cultures with *S. cerevisiae* to ensure complete conversion of grape sugars to ethanol, CO_2_ and other metabolites that constitute the wine fermentation bouquet. This practice has gained tremendous interest in the global wine industry over the past decade, mainly due to improved wine flavour and aroma complexity, as well as potential reduction in ethanol levels, resulting from the underlying yeast-yeast interactions [6–12]. Consequently, understanding the interaction between *Saccharomyces* and non-*Saccharomyces* yeasts has become a central focus of ecological and of wine-related research. The nature of some of the ecological interactions between two yeast species have been previously evaluated. The data show that in mixed fermentation of *S. cerevisiae* and non-*Saccharomyces* yeasts, *S. cerevisiae* displays antagonistic interaction towards non-*Saccharomyces* yeasts such as *Torulaspora delbrueckii*, *Hanseniaspora guilliermondii*, *Lachancea thermotolerans* and *Kluyveromyces lactis* [13–15]. Early studies revealed that presence of *S. cerevisiae* cells at a high concentration causes cellular death in *T. delbrueckii* and *L. thermotolerans* [13]. These studies were subsequently followed by pioneering work attributing this antagonism to direct cell-cell contact as well as the production of antimicrobial peptides by *S. cerevisiae* [15, 16]. The data strongly suggest the existence of specific physical and metabolic interactions between yeast species, but do not provide any insights about the molecular mechanism behind such interactions, and little is known about the molecular factors influencing the response of any yeast species to the presence of another species. Such studies are challenging because of the complexity of multispecies systems and of ecological interactions. In particular, very few investigations have thus far been published reporting genome-wide data sets for such interactions, and most of these studies have primarily been reporting on the response of *S. cerevisiae* to the presence of another species. For instance, DNA microarray-based transcriptome analyses and mass spectrometry-based proteome analyses have been used to study the interaction between yeast and bacteria as well as between *S. cerevisiae* and non-*Saccharomyces* yeasts under oenological conditions [17–24]. Furthermore, these studies have usually relied on batch fermentation conditions. Such conditions make it difficult to differentiate the relative impact of the continuous changes in media composition from the specific response of one yeast species to the presence of the other.

In the current study, we evaluated the transcriptomic response of *L. thermotolerans* and *S. cerevisiae* in mixed fermentations when compared to single strain cultures in the same environmental conditions. We selected *L. thermotolerans* as a non-*Saccharomyces* wine yeast as that yeast has already been commercialised for use in mixed starter fermentations. Mixed culture fermentation with *L. thermotolerans* are known for leading to enhanced concentration of higher alcohols (particularly 2-phenylethanol), l-lactic acid, glycerol and esters, while in some conditions also resulting in lower ethanol wines [10]. The genome of this yeast has been sequenced and the genome sequence has been partially annotated. As demonstrated in previous studies [3, 5], oxygen enhances the growth and persistence of *L. thermotolerans* in mixed starter fermentations. To better characterise the molecular nature of the interactions, we used a controlled bioreactor system that allowed maintenance of two species in fermentation with continuous in-flow and out-flow of medium. The conditions were set to ensure that the total biomass of mixed and single species fermentations, and the environmental factors that strongly impact gene transcription in fermentative conditions such as nutrient availability, oxygen, ethanol and hexose concentrations, were maintained at similar levels in all fermentations. These settings should restrict the transcriptomic response to factors linked to the presence of a second species.

## Results

### Optimisation of fermentation conditions

Multispecies interaction studies at the molecular, transcriptomic or proteomic level face significant challenges. Indeed, when such studies are carried out in standard batch fermentation conditions, both species continuously modify gene expression to respond to the dynamic environment. Furthermore, population evolution leads to continuous change in the level of mutual exposure. In such conditions, any specific transcriptional response of one species to the presence of the other species will be hidden within a broader transcriptional response to changes in the environment. To overcome this problem, and to focus the investigation on the transcriptomic signature of the interaction between species, a system with similarity to a chemostat was optimised. The specific growth rate of *S. cerevisiae* and *L. thermotolerans* monocultures under anaerobic conditions, was found to be 0.2 h^− 1^ at a dilution rate of 0.1 h^− 1^ and 0.17 h^− 1^ at a dilution rate of 0.075 h^− 1^, respectively, and similar cell concentrations were obtained (Table 1). In order to avoid a washout of *L. thermotolerans* in mixed fermentations, the cultures were co-inoculated and cultivated in batch for 30 h, and then switched to continuous mode at a dilution rate of 0.1 h^− 1^ for the anaerobic fermentation. In contrast, under aerobic conditions, the two yeasts displayed similar specific growth rates and reached comparable cell concentrations under the same dilution rate (Table 1). Consequently, the same dilution rate could be applied in the mixed culture fermentations. The aim of this optimisation was to ensure similar population densities and similar growth medium composition in both monocultures and mixed culture fermentations. As illustrated in Fig. 1, under these optimised conditions, the species display similar growth rates in single and mixed fermentations, and after 48 h of continuous culture, the total number of cells, as well as the sugar concentrations were similar in all the fermentations. The viable counts obtained from samples used for RNA extraction and expression analysis, showed that the cell concentrations of both species were ≈ 10^8^ CFU mL^− 1^ in both mono- and mixed-cultures (Table 1).

**Table 1:** A summary of the dilutions rates applied to maintain similar cell concentrations, as well as the chemical fermentation parameters at the time of sampling for transcriptome analysis

Fermentations	Dilution rate h^− 1^	CFU mL^− 1^ at 48 h	Sugar concentration at 48 h (g L^− 1^)	Glycerol concentration at 48 h (g L^− 1^)	μMax at exponential phase (h^− 1^)
*L. thermotolerans*-AN	0.075	2.1E+ 08	68.0	2.92	0.17
*S. cerevisiae*-AN	0.10	1.2E+ 08	62.5	2.40	0.20
Mixed-AN	0.10	Sc- 1.1E+ 08 Lt- 8.6E+ 07	59.6	3.14	
*S. cerevisiae*-AR	0.125	1.0E+ 08	60.0	1.09	0.23
*L. thermotolerans*-AR	0.125	2.5E+ 08	58.0	1.34	0.24
Mixed-AR	0.125	Sc- 1.1E+ 08 Lt- 2.3E+ 08	62.0	1.12

**Fig. 1:**
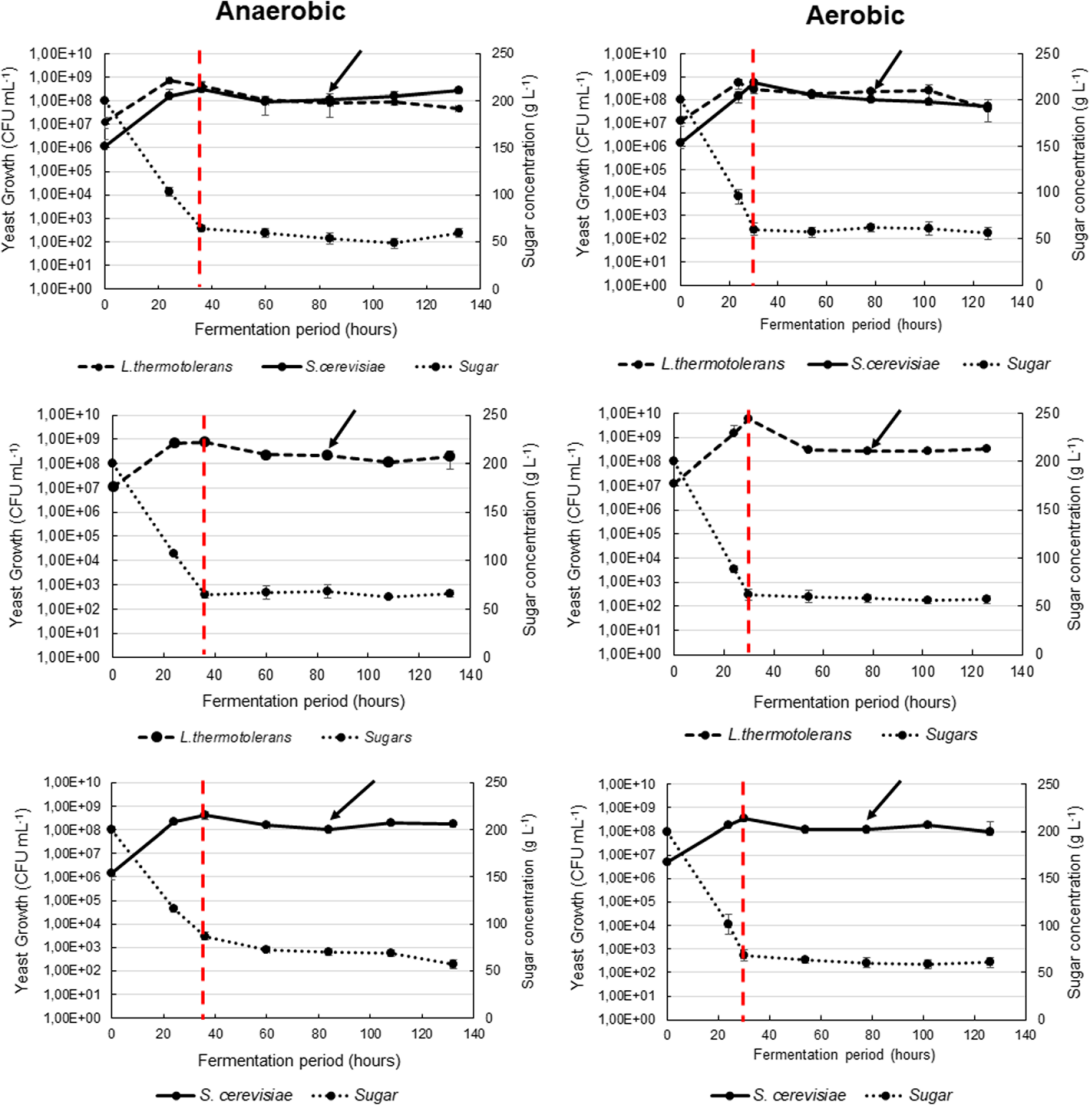
Fermentation kinetics and population dynamics of *S. cerevisiae* and *L. thermotolerans* in single and mixed fermentation under anaerobic (left panel) and aerobic (right panel) fermentation conditions. The red line indicates the start of continuous culture, the arrows indicate the sampling point

### Global analysis of the transcriptome

The RNA-sequencing was performed for two biological replicates of each fermentation. RNA extractions were performed on samples collected after the two species were in contact for 48 h and had maintained similar cell concentrations (Fig. 1). This was done to allow sufficient metabolic interaction under conditions akin to a steady state. 

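Gene expression was measured by paired-end RNA sequencing of TruSeq v2 libraries in 6 groups of cultures sampled at 48 h of continuous culture. *L. thermotolerans* was grown alone without oxygen (Lt-AN, 2 libraries, dilution rate 0.075 h-1) and at 5% dissolved oxygen (Lt-AR, 2 libraries, 0.125 h-1). *S. cerevisiae* was grown alone in the same 2 conditions (Sc-AN, 1 library used, 0.1 h-1, and Sc-AR, 1 library used, 0.125 h-1). Both yeasts were grown together without oxygen (Sc-Lt-AN, 2 libraries, 0.1 h-1) and with oxygen (Sc-Lt-AR, 2 libraries, 0.125 h-1), and each mixed library gives a value for the genes of either yeast. The second Sc-AN library and the first Sc-AR library were not analysed here, the former because the paper left it out as mixed. The paper's Table S1 gives the depth as reads assigned to each yeast. For *L. thermotolerans* these were 10635170 and 10416845 in Lt-AN and 10800720 and 11058162 in Lt-AR. For *S. cerevisiae* they were 9186170 in Sc-AN, 12297256 in Sc-AR, 9405822 and 8797326 in Sc-Lt-AN and 11998758 and 11247381 in Sc-Lt-AR. The authors mapped the reads with TopHat2, counted them per gene, normalized the counts and deposited FPKM, the fragments per kilobase of gene per 1000000 fragments. Within each yeast the deposited values follow one common distribution, with the same sorted normalized counts in every library (full-quantile normalization), so that a shift of all genes together and the depth itself are no longer visible in them. From there, FPKM of at least 1 in at least 1 library was required, which left 5812 of 5826 *S. cerevisiae* genes and 5128 of 5138 *L. thermotolerans* genes. For each yeast, log2(FPKM + 1) was fitted with limma (moderated over all genes with a mean-variance trend) to its 4 culture conditions, with standard errors (SE) of the fold changes, and p-values were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p below 0.05 and a log2 fold change beyond 1, or of at least 1.5 between the mixed cultures with and without oxygen, as in the paper. Because a single library stands for each *S. cerevisiae* monoculture, it was assumed to vary like the mixed libraries, and only 2 residual degrees of freedom remained for this yeast against 4 for *L. thermotolerans*. Any *S. cerevisiae* fit that leaves out 1 mixed library keeps 1 residual degree of freedom. Its spread is that of the mixed pair left, whether it calls more genes or fewer. Of the gene lists referred to at the results, 32 were fixed before the data were examined and 14 hold genes that the study itself picked from these libraries. The paper's own results were known when the 32 were fixed, and some of them also hold genes that the paper names.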

After filtering and trimming, RNAseq samples contained between 11 and 15 Mb total reads (Additional file 1: Table S1). These reads were mapped to the S288CplusLT chimeric genome which was generated after cross-mapping between *S. cerevisiae* and *L. thermotolerans* was found to be less than 1%. The data show that the mixed culture transcriptome had low coverage of *L. thermotolerans*. In particular, the oxygenated fermentation samples generated a total sum of ≈ 2 Mb *L. thermotolerans* reads between the two biological replicates, which is below the recommended threshold. Nevertheless, the data were considered useful for certain analyses. 

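In *L. thermotolerans*, the pair of replicates differed least in the monocultures and most in the aerobic mixed cultures. The SD of the log2 difference between replicates over its 5128 tested genes was 0.369 in Lt-AN, 0.340 in Lt-AR, 0.439 in Sc-Lt-AN and 0.686 in Sc-Lt-AR (n = 2 libraries each). A difference beyond 1 log2 unit between replicates was seen for 108, 84, 221 and 553 genes of this yeast, in the same order. *S. cerevisiae* genes, read from the same mixed libraries, gave an SD of 0.201 in Sc-Lt-AN and 0.620 in Sc-Lt-AR, with 38 and 600 genes beyond 1 log2 unit. According to the paper's Table S1, the 2 aerobic mixed libraries hold 941753 and 1064516 *L. thermotolerans* reads, a sum of 2006269, and the 2 anaerobic mixed libraries hold 2943362 and 2788971. The deposited values carry no counting error, so the precision that these depths give cannot be computed per gene.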

One of the *S. cerevisiae* anaerobic monocultures (Sc.AN.2) appeared to be mixed and was therefore not considered in subsequent analyses. 

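Principal components were computed on log2(FPKM + 1), separately for the genes of each yeast. In *S. cerevisiae* the first component (45.6% of the variance) placed the 3 anaerobic libraries at scores of -33.7 to -13.1 and the 3 aerobic libraries at 13.1 to 34.3. The second component (26.4%) held both a monoculture and a mixed culture on either side, with Sc-AR at -26.9, the aerobic mixed libraries at 28.2 and 3.25, Sc-AN at 11.2 and the anaerobic mixed libraries at -8.66 and -7.06. For *L. thermotolerans* the first component (47.1%) ran from the anaerobic monocultures (-34.2 and -27.0) to the aerobic monocultures (48.2 and 40.5), and the second (29.0%) from the aerobic mixed cultures (-29.6 and -26.8) to the anaerobic mixed cultures (38.6 and 27.6). The gene weights of this first component followed GC content (Spearman's rho 0.548 across genes, which are not independent replicates). Between replicates of one group the root mean square log2 difference was 0.201 to 0.620 in *S. cerevisiae* (2 pairs) and 0.340 to 0.686 in *L. thermotolerans* (4 pairs). Between libraries of different groups it was 0.537 to 0.954 (13 pairs) and 0.657 to 1.19 (24 pairs), so that the closest pairs of different groups lay within the range of the replicate pairs.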

Principal Component Analysis (PCA) performed on normalized TPM data showed that the samples clustered together in a yeast and treatment specific manner, with only minor variations between the independent biological replicates (Fig. 2). 

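Fold changes spread more widely in *L. thermotolerans* than in *S. cerevisiae* in each comparison. For mixing without oxygen (Sc-Lt-AN against the monoculture) the SD of the log2 fold changes was 0.718 over 5128 *L. thermotolerans* genes and 0.528 over 5812 *S. cerevisiae* genes, with 677 and 346 genes beyond 1 log2 unit. For oxygen in the mixed cultures (Sc-Lt-AN against Sc-Lt-AR) it was 0.869 and 0.615, with 909 and 391 genes beyond 1. For mixing with oxygen (Sc-Lt-AR against the monoculture) it was 0.898 and 0.657, with 922 and 498 genes. After a correction for GC content and gene length, an alternative added after the data were seen, the SD fell by less in *S. cerevisiae* and the *L. thermotolerans* values were 0.550, 0.786 and 0.634 for the same 3 comparisons, against 0.521, 0.584 and 0.636. The difference between the yeasts was not tested, since each has its own genes and its own depth.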

*L. thermotolerans* displayed higher levels of transcriptomic change under each condition compared to *S. cerevisiae*, as evident in the separation of the samples along PC2. The statistical analysis was done using Benjamini-Hochberg on all highly-expressed genes to control the FDR.

**Fig. 2:**
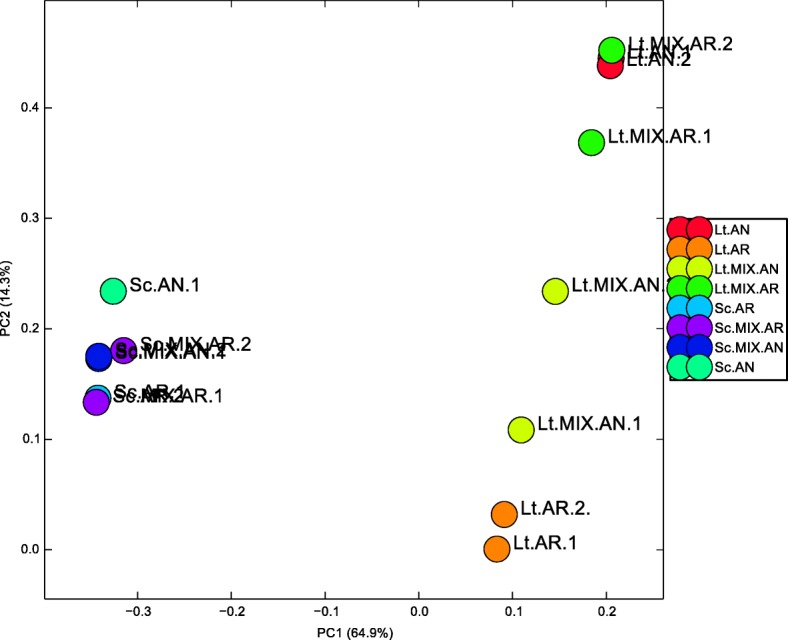
Principal Component Analysis (PCA) plot of the biological replicates of transcripts from *Lachancea thermotolerans* (Lt) and *Saccharomyces cerevisiae* (Sc) monocultures and mixed cultures (Lt.MIX and Sc.MIX) under aerobic (AR) and anaerobic (AN) conditions

### Overview of transcriptional response in mixed fermentation

The effect of mixing (MIX) on the gene transcription in *S. cerevisiae* and *L. thermotolerans* was assessed by comparing the transcriptome of the mixed cultures to the monocultures under both aerobic and anaerobic conditions (i.e Sc-Lt-AN and Sc-Lt-AR compared to Sc-AN, Sc-AR, Lt-AN and Lt-AR). Genes uniquely differentially expressed in the mixed fermentations compared to monocultures were identified (Additional file 2: Table S2). The genes differentially expressed under anaerobic conditions (AN) were determined by comparing the anaerobic cultures to the aerobic cultures (i.e Sc-Lt-AN, Sc-AN and Lt-AN compared to Sc-Lt-AR, Sc-AR and Lt-AR). Furthermore, common genes differentially expressed in both MIX and AN sets were considered to be affected by the interaction (INT) between mixing and anoxia (Additional file 2: Table S2). For the initial global analysis, the differentially expressed genes (DEGs) were visualized by overlaying the data on the Biocyc Omics dashboard. Overall, the interaction between mixing and anoxia (INT) elicited a stronger response in *L. thermotolerans* than in *S. cerevisiae* (Fig. 3). 

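In *L. thermotolerans* the effect of mixing differed between anaerobic and aerobic cultures for 1805 genes, of which 842 had a higher interaction value and 963 a lower one. The interaction is the log2 effect of mixing without oxygen minus that with oxygen, from 8 libraries. Without oxygen the dilution rate was 0.1 h-1 in Sc-Lt-AN and 0.075 h-1 in Lt-AN. With oxygen it was 0.125 h-1 in both groups, so the interaction also holds this difference. Among the largest were *UTH1*, a cell wall protein gene, at 6.66 (SE 0.794, adjusted p = 0.00335), and *HTZ1*, which encodes a histone variant, at 6.31 (SE 1.07, adjusted p = 0.00599). The siderophore-binding mannoprotein gene *FIT2* was at -8.31 (SE 0.985, adjusted p = 0.00333) and *ZPS1* (KLTH0D00308g), a zinc-regulated gene, at -4.98 (SE 0.578, adjusted p = 0.00327). For *UTH1*, *HTZ1* and *ZPS1* the larger part came from mixing with oxygen (-4.27, -4.39 and 6.24), beside 2.39, 1.92 and 1.26 without. For *FIT2* it came from mixing without oxygen. The Sc-Lt-AR libraries hold the fewest reads of this yeast, and *HTZ1* was at 0.766 and 6.90 FPKM in them. In *S. cerevisiae* limma called 0 genes from 6 libraries, with 902 genes at an unadjusted p under 0.05. The higher *L. thermotolerans* genes had a median GC content of 56.2% and the lower ones 45.7%, against 47.9% over all its genes, and GC content and length together accounted for 60.9% of the variance of its interaction values. After the correction for both, 289 genes were higher and 247 lower, and 387 of the 1805 genes were called both ways. Corrected for GC content and length, the values were 3.65 for *UTH1*, 4.15 for *HTZ1*, -7.76 for *FIT2* and -3.44 for *ZPS1*, with *HTZ1* lost when the replicate block was added (adjusted p = 0.0502). Leaving out one library, the higher genes ranged from 567 to 991 and the lower ones from 580 (without Lt-AR replicate 1) to 1160, with 632 lower without Lt-AR replicate 2 and 597 without Sc-Lt-AN replicate 1. In *S. cerevisiae* 290 genes were higher and 167 lower without Sc-Lt-AR replicate 1, and 651 and 669 without replicate 2, both fits taking their spread from the Sc-Lt-AN pair alone (1 residual degree of freedom).

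**Figure D1:**
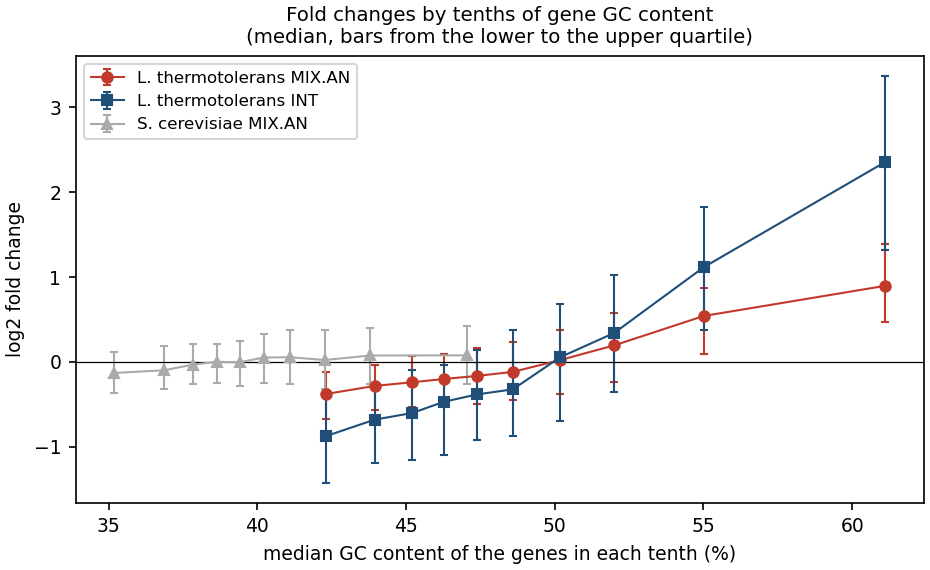
Median log2 fold change (vertical axis) of genes in 10 bins of GC content (horizontal axis, median GC in percent) for mixing without oxygen and the interaction in *L. thermotolerans* and for mixing without oxygen in *S. cerevisiae*; bars span the quartiles of the genes. The *L. thermotolerans* interaction runs from -0.87 in the lowest bin to 2.36 in the highest.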

In *S. cerevisiae*, only the degradation of secondary metabolites as well as the biosynthesis of metabolic regulators were significantly up-regulated. These included *TSL1*, *TPS1*, *TPS2* and *TPS3*, involved in trehalose biosynthesis (Additional file 3: Table S3). Conversely, *L. thermotolerans* displayed an up-regulation of several biological processes most notably detoxification, cell death, adhesion as well as response to stimulus (Fig. 3). 

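*TSL1*, *TPS1*, *TPS2* and *TPS3*, which encode the trehalose synthase complex of *S. cerevisiae*, had interaction values of 3.49 (SE 0.561, adjusted p = 0.181), 2.30 (SE 0.739, adjusted p = 0.289), 2.24 (SE 0.543, adjusted p = 0.234) and 1.38 (SE 0.370, adjusted p = 0.248). The hexokinase gene *HXK1* was at 4.29 (SE 1.19, adjusted p = 0.258). Of 16 genes of trehalose and glycogen metabolism, limma called 0 over all genes (8 at an unadjusted p under 0.05), and 5 were higher when adjusted over the list alone. Their median log2 value was 1.76 (camera adjusted p = 4.11e-05, and adjusted p = 0.485 with an estimated correlation). Of the 8 genes that the paper's Table S3 places under metabolic regulators, 1 was higher when adjusted over the list alone (4 at an unadjusted p under 0.05), with a median of 1.42 (camera adjusted p = 0.000432, and adjusted p = 0.485 with an estimated correlation). Its 4 measured genes of secondary metabolite degradation had a median of 1.32, with 2 higher when adjusted over the list alone (camera adjusted p = 0.0157, and adjusted p = 0.485 with an estimated correlation). Both Table S3 lists were chosen by the study on these libraries and are not independent evidence. Each value rests on 1 monoculture library per oxygen condition, and the trehalose and glycogen calls ranged from 0 (without Sc-Lt-AN replicate 1 or 2) to 12 (without Sc-Lt-AR replicate 2). Without Sc-Lt-AR replicate 1 or 2 all 5 named genes passed (adjusted p = 0.0196 to 0.0480), with 1 residual degree of freedom, the spread then coming from the Sc-Lt-AN pair alone.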

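Of 28 measured *L. thermotolerans* copies of the 27 genes that Table S3 lists under cell death, 11 had a higher interaction value, 1 a lower one and 16 did not pass, and adjusted over the list alone 11 were higher and 1 lower. *POR1*, the mitochondrial porin gene, was higher at 4.83 (SE 0.406, adjusted p = 0.00280), *CPR3*, a mitochondrial cyclophilin gene, at 4.24 (SE 0.462, adjusted p = 0.00325), and *SDD2* and *BXI1* at 4.70 (SE 0.770, adjusted p = 0.00539) and 3.07 (SE 0.594, adjusted p = 0.00848). Their list had a median of 0.72 (camera adjusted p = 0.0204, and adjusted p = 0.324 with an estimated correlation), a median GC content of 51.5% and a corrected median of 0.28 (adjusted p = 0.211 after the correction). Of 18 copies of its 16 detoxification genes, 6 were higher, 2 lower and 10 did not pass, with 7 higher and 2 lower when adjusted over the list alone. Detoxification had a median of 1.00 (camera adjusted p = 0.0217, and adjusted p = 0.317 with an estimated correlation), a GC content of 51.2% and a corrected median of 0.30 (adjusted p = 0.233 after the correction). Measured copies of its 14 adhesion genes numbered 11, of which 5 were higher, 1 was lower and 5 did not pass (5 and 1 when adjusted over the list alone). The adhesion median was 1.16 (camera adjusted p = 0.0290, and adjusted p = 0.317 with an estimated correlation), at a GC content of 52.7% and with a corrected median of -0.08 (adjusted p = 0.326 after the correction). All 3 lists were chosen by the study on these libraries and are not independent evidence. Leaving out one library, the cell death calls ranged from 12 to 16, the detoxification calls from 6 to 9 and the adhesion calls from 3 (without Lt-AN replicate 2) to 7 (without Sc-Lt-AR replicate 1), and without Sc-Lt-AR replicate 1 the detoxification test gave adjusted p = 0.0715. Once corrected for GC content and length the values were 2.96 for *POR1*, 2.8 for *CPR3*, 1.35 for *SDD2* and 0.29 for *BXI1*, and *SDD2* and *BXI1* no longer passed (adjusted p = 0.0781 to 0.777).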

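Among *L. thermotolerans* genes of the oxidative defence, the superoxide dismutase genes *SOD1* and *SOD2* had higher interaction values of 3.23 (SE 0.439, adjusted p = 0.00376) and 2.61 (SE 0.529, adjusted p = 0.00976), and the catalase gene *CTT1* of 2.28 (SE 0.400, adjusted p = 0.00653). *DLD1* (KLTH0B04774g), a D-lactate dehydrogenase gene, was higher at 4.86 (SE 0.862, adjusted p = 0.00670) and its second copy KLTH0G04532g was at -0.35 (SE 0.259, adjusted p = 0.303). The aldehyde dehydrogenase gene *ALD5* was higher at 3.37 (SE 0.794, adjusted p = 0.0156), while the copies of *ALD2* were at 1.56 (SE 0.612, adjusted p = 0.0778) and 0.40 (SE 0.537, adjusted p = 0.562). For adhesion, *NRG1*, a repressor of glucose-repressed and filamentation genes, was higher at 4.80 (SE 0.715, adjusted p = 0.00435), *HSP12*, a membrane stress protein gene, at 3.01 (SE 0.823, adjusted p = 0.0256), and *CCW12*, a cell wall mannoprotein gene, at 2.12 (SE 0.312, adjusted p = 0.00432). The values of *SDS3* and *FLO9* were 1.22 (SE 0.710, adjusted p = 0.201) and 0.23 (SE 0.576, adjusted p = 0.766). The values corrected for GC content and length were 2.10 for *SOD1*, 0.57 for *SOD2*, 1.8 for *CTT1*, 1.89 for *DLD1*, 1.70 for *ALD5*, 1.12 for *NRG1*, 2.05 for *HSP12* and 1.02 for *CCW12*, and *SOD2*, *DLD1*, *ALD5*, *NRG1* and *HSP12* no longer passed (adjusted p = 0.0737 to 0.315). The calls also ended for *SOD1* and *CCW12* with GC content alone corrected (adjusted p = 0.0509 to 0.660). *ALD5* and *HSP12* were lost without one or another of Lt-AR replicate 1 or 2, Sc-Lt-AN replicate 1 or 2 or Lt-AN replicate 1 or 2 (adjusted p = 0.0604 to 0.0861). With the replicate block *ALD2* KLTH0F09658g passed at the same value of 1.56 (limma adjusted p = 0.0148). Leaving out Sc-Lt-AR replicate 1, *SDS3* reached 2.07 and *ALD2* KLTH0F09658g 1.96.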

The highly up-regulated detoxification and adhesion-related genes in *L. thermotolerans* included *ALD2*, *ALD5*, *SOD1*, *SOD2*, *DLD1*, *CTT1*, and *HSP12*, *FLO9*, *NRG1*, *SDS3* and *CCW12*, respectively (Additional file 3: Table S3).

**Fig. 3:**
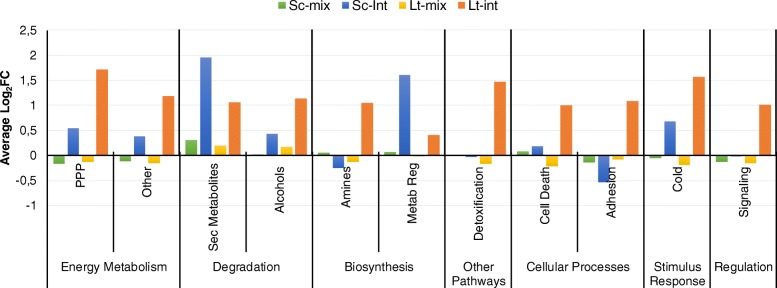
Overall comparison of transcriptional response of *Saccharomyces cerevisiae* (Sc) and *Lachancea thermotolerans* (Lt) to mixed-culture environment (Sc-mix and Lt-mix), and to the combined effect of mixing and anoxia (Sc-int and Lt-int)

### Response to anoxia in mixed fermentations

The anaerobic and aerobic mixed cultures (Sc-Lt-AN vs Sc-Lt-AR) were compared to assess the transcriptional response of *S. cerevisiae* and *L. thermotolerans* to anoxia in a mixed fermentation setting. Considering DEGs with log_2_FC ≥ 1.5 or ≤ − 1.5, only 8 genes were up-regulated genes and 22 down-regulated genes were common between *S. cerevisiae* and *L. thermotolerans* (Fig. 4). 

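Between the anaerobic and aerobic mixed cultures, 5 homologous genes were higher without oxygen in both yeasts, *HEM13*, *UPC2*, *TDA4*, *HAP1* and *PBI1*. Wherever these groups are compared, oxygen cannot be told apart from the dilution rate. It was 0.1 h-1 in Sc-Lt-AN and 0.125 h-1 in Sc-Lt-AR. *HEM13*, an oxygen-dependent haem biosynthesis gene, rose by 4.64 (SE 0.177, adjusted p = 0.0132) in *S. cerevisiae* and 3.47 (SE 0.585, adjusted p = 0.0103) in *L. thermotolerans*, and *UPC2*, the regulator of sterol uptake, by 2.35 (SE 0.143, adjusted p = 0.0180) in *S. cerevisiae* and 2.13 (SE 0.415, adjusted p = 0.0139) in *L. thermotolerans*. Lower in both were 15, among them *NDE1*, the external NADH dehydrogenase gene, at -5.75 (SE 0.198, adjusted p = 0.0132) in *S. cerevisiae* and -1.78 (SE 0.177, adjusted p = 0.00544) in *L. thermotolerans*, and *CYB2*, a lactate dehydrogenase gene, at -3.96 (SE 0.171, adjusted p = 0.0132) in *S. cerevisiae* and -2.36 (SE 0.293, adjusted p = 0.00570) in *L. thermotolerans*. The other 13 were *COR1*, *RIP1*, *QCR9*, *QCR10*, *COX5A*, *COX6*, *COX7*, *COX12*, *ATP20*, *CLD1*, *HMX1*, *CIR2* and *MRA1*, most of them encoding parts of the respiratory chain. Among 4493 homologs tested in both yeasts, 0.505 shared higher genes would fall together by chance (one-sided Fisher's exact p = 7.78e-05) and 0.530 shared lower ones (p = 2.51e-19), treating genes as independent. Both yeasts are read from the same mixed libraries, so a difference between these libraries would reach both. The p-values do not allow for that. *CTT1* and *PNS1* were called lower in *S. cerevisiae* and higher in *L. thermotolerans*. In *S. cerevisiae* alone 43 genes were higher and 44 lower (n = 2 mixed libraries per condition), and in *L. thermotolerans* 219 and 110. Without Sc-Lt-AN replicate 1 or 2 limma called 0 genes in *S. cerevisiae* (305 and 324 at an unadjusted p under 0.05), so that the shared genes fell to 0, and without Sc-Lt-AR replicate 1 or 2 they numbered 6 and 9 higher and 22 and 16 lower. In *S. cerevisiae* each of these fits rests on the spread of the one pair left, with 1 residual degree of freedom. The *L. thermotolerans* calls fell to 74 higher and 36 lower without Sc-Lt-AN replicate 1, where 12 of the 20 shared genes were lost in this yeast (adjusted p = 0.0517 to 0.115) and *TDA4*, *NDE1*, *CYB2*, *COR1*, *RIP1*, *QCR9*, *COX12* and *CIR2* still passed. *HMX1* was also lost there without Sc-Lt-AN replicate 2 or Sc-Lt-AR replicate 2 (adjusted p = 0.0762 to 0.0791), while *CLD1* and *CIR2* fell short of 1.5 without Sc-Lt-AR replicate 1, and *ATP20* and *MRA1* without replicate 2 (-1.47, -1.40, -1.49 and -1.35). In a fit of only the groups compared *L. thermotolerans* had 16 higher genes and 1 lower, so that 2 shared genes were higher, *TDA4* and *HAP1*, and limma called 0 lower in both, the other 18 genes being lost in this yeast (adjusted p = 0.0547 to 0.0837). In *S. cerevisiae* *HAP1* was lost with a pseudocount of 0.1 or no trend (adjusted p = 0.0520 and 0.0572), and by its size with quantile normalization (1.49) or without Sc-Lt-AR replicate 2 (1.37). *TDA4* of this yeast was lost with GC content corrected (adjusted p = 0.0588) and by its size without Sc-Lt-AR replicate 1 (1.44), and *CLD1* with a pseudocount of 0.1 or the filter on mean FPKM (adjusted p = 0.0561 and 0.0513). With GC content and length corrected 4 shared genes were higher and 11 lower, with *HAP1*, *TDA4* and *QCR9* lost in *S. cerevisiae* (adjusted p = 0.0533 to 0.0796) and *COX6*, *COX7*, *COX12*, *ATP20* and *MRA1* by their size in *L. thermotolerans* (-1.43 to -1.01).

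**Figure D2:**
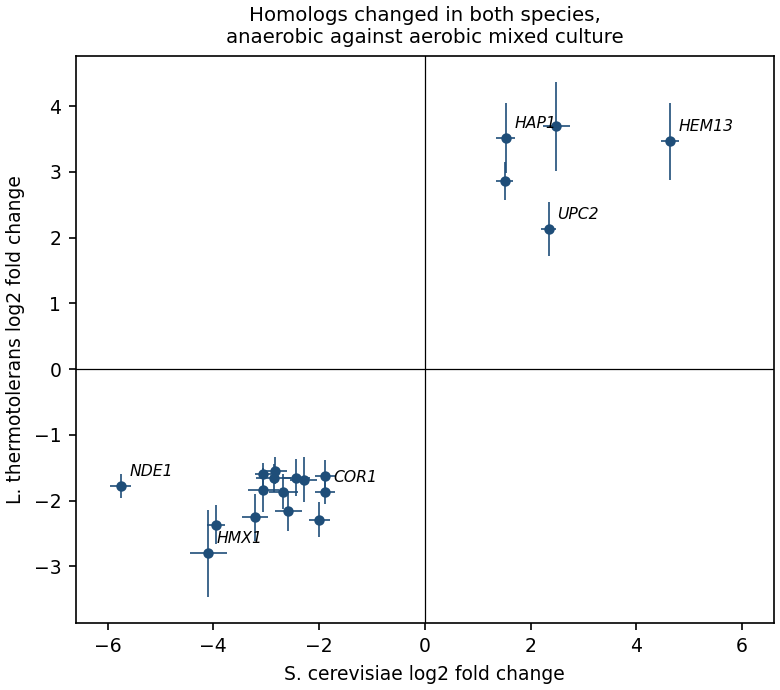
Log2 fold change without against with oxygen in the mixed cultures, *S. cerevisiae* (horizontal axis) against *L. thermotolerans* (vertical axis), for the 20 homologs called in the same direction in both; bars are standard errors. The 15 lower genes, mostly of the respiratory chain, lie at the lower left and the 5 higher ones at the upper right.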

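Among the respiratory chain genes of the mixed cultures, 15 of 27 measured in *S. cerevisiae* were lower without oxygen and 12 did not pass, with 20 lower when adjusted over the list alone (median -2.20, camera adjusted p = 1.83e-21, and adjusted p = 0.512 with an estimated correlation). Cytochrome genes were among them, with *CYC1* at -5.02 (SE 0.357, adjusted p = 0.0234) and *CYT1* at -3.40 (SE 0.187, adjusted p = 0.0152). In *L. thermotolerans*, 11 of 24 were lower and 13 did not pass, with 12 lower when adjusted over the list alone (median -1.48, camera adjusted p = 3.36e-07, and adjusted p = 0.299 with an estimated correlation). *QCR9*, *RIP1* and *COR1* of its cytochrome bc1 complex were called lower. The list has a GC content of 54.1% in this yeast, and its corrected median was -1.28. For cation transport, 7 of 23 iron uptake genes were lower in *L. thermotolerans* and 16 did not pass (7 when adjusted over the list alone), with a median of -0.86 (camera adjusted p = 0.000499, and adjusted p = 0.299 with an estimated correlation), a GC content of 49.5% and a corrected median of -1.0. Its *FRE3* copy KLTH0C01056g, a ferric reductase gene, was at -3.30 (SE 0.437, adjusted p = 0.00652) and the cell wall mannoprotein gene *FIT2* at -4.46 (SE 0.696, adjusted p = 0.00859). The calls for the respiratory chain ranged from 0 (without Sc-Lt-AN replicate 1 or 2) to 21 (without Sc-Lt-AR replicate 2) in *S. cerevisiae*, where each of these fits has 1 residual degree of freedom, and from 5 (without Sc-Lt-AN replicate 1) to 13 (without Sc-Lt-AN replicate 2 or Sc-Lt-AR replicate 1) in *L. thermotolerans*, and those of the iron genes from 4 (without Sc-Lt-AN replicate 2) to 9 (without Sc-Lt-AR replicate 1). Without Sc-Lt-AN replicate 1 or 2 both cytochrome calls were lost (adjusted p = 0.147 to 0.298). *FIT2* was lost without Sc-Lt-AN replicate 1 (adjusted p = 0.0591). The calls also ended for *COR1*, *QCR9*, *RIP1* and *FIT2* in a fit of only the groups compared (adjusted p = 0.0547 to 0.0644).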

Gene ontology (GO) enrichment showed that cation transport, electron transport chain, generation of precursor metabolites and energy, were some of the highly down-regulated biological processes in both yeasts. By contrast, biological processes enriched in up-regulated genes were distinct between the two yeasts. For instance, in *S. cerevisiae*, sterol transport, cell wall organization and associated processes were enriched while in *L. thermotolerans* oxidation-reduction process, carbohydrate catabolism as well as cellular lipid biosynthetic processes were enriched (Fig. 4).

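In *S. cerevisiae*, the anaerobic cell wall mannoprotein genes *DAN1*, *TIR1* and *TIR4* rose by 9.19 (SE 0.408, adjusted p = 0.0132), 7.38 (SE 0.356, adjusted p = 0.0132) and 6.56 (SE 0.178, adjusted p = 0.0122) in the mixed culture without oxygen. The sterol importer genes *AUS1* and *PDR11* rose by 3.00 (SE 0.162, adjusted p = 0.0152) and 2.2 (SE 0.189, adjusted p = 0.0314). Of 8 *TIR* and *DAN* genes 7 were higher and 1 did not pass, with 7 when adjusted over the list alone (median 4.99, camera adjusted p = 5.53e-11, and adjusted p = 0.498 with an estimated correlation). Sterol uptake had 4 higher of 8, 4 not passing and 4 higher when adjusted over the list alone (median 1.6, camera adjusted p = 3.66e-08, and adjusted p = 0.498 with an estimated correlation). For 44 genes of cell wall biogenesis limma called 0, with 10 at an unadjusted p under 0.05 and 0 when adjusted over the list alone (median 0.26, camera adjusted p = 0.0138, and adjusted p = 0.651 with an estimated correlation), and without Sc-Lt-AR replicate 1 the test gave adjusted p = 0.640, and with GC content and length corrected 0.227. Without Sc-Lt-AN replicate 1 or 2 all of these *S. cerevisiae* calls were lost (adjusted p = 0.111 to 0.332), and *PDR11* also when corrected for GC content and length (adjusted p = 0.0533).
In *L. thermotolerans*, the fatty acid synthase gene *FAS2* (KLTH0G09526g) rose by 7.27 (SE 0.930, adjusted p = 0.00628), the acetyl-CoA carboxylase gene *ACC1* by 2.60 (SE 0.471, adjusted p = 0.0123) and the glycogen phosphorylase gene *GPH1* by 3.32 (SE 0.490, adjusted p = 0.00746). Fatty acid synthesis had 4 higher of 8 genes, 4 not passing and 5 higher when adjusted over the list alone (median 1.77, camera adjusted p = 0.0119, and adjusted p = 0.299 with an estimated correlation). Of 18 glycolysis genes 6 were higher and 12 did not pass, 6 when adjusted over the list alone (median 1.05, camera adjusted p = 6.75e-05, and adjusted p = 0.299 with an estimated correlation). Of 12 trehalose and glycogen genes 4 were higher and 8 did not pass, 4 when adjusted over the list alone (median 1.23, camera adjusted p = 5.28e-06, and adjusted p = 0.299 with an estimated correlation). Their GC contents were 49.4%, 52.9% and 49.6%, and the corrected medians 1.29, 0.93 and 0.93, in the same order (adjusted p = 0.0558 for fatty acid synthesis after the correction). The calls ranged from 1 (without Sc-Lt-AN replicate 1) to 5 (without Lt-AN replicate 1 or 2) for fatty acid synthesis, from 2 (without Sc-Lt-AN replicate 1) to 10 (without Sc-Lt-AR replicate 1) for glycolysis and from 0 (without Sc-Lt-AN replicate 1) to 6 (without Sc-Lt-AN replicate 2) for trehalose and glycogen. Without Sc-Lt-AR replicate 2 the fatty acid synthesis test gave adjusted p = 0.0552, and *ACC1* and *GPH1* were lost without Sc-Lt-AN replicate 1 (adjusted p = 0.0570 to 0.0787). Calls were also lost for *ACC1* and *GPH1* in a fit of only the groups compared (adjusted p = 0.0547 to 0.0644).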

**Fig. 4:**
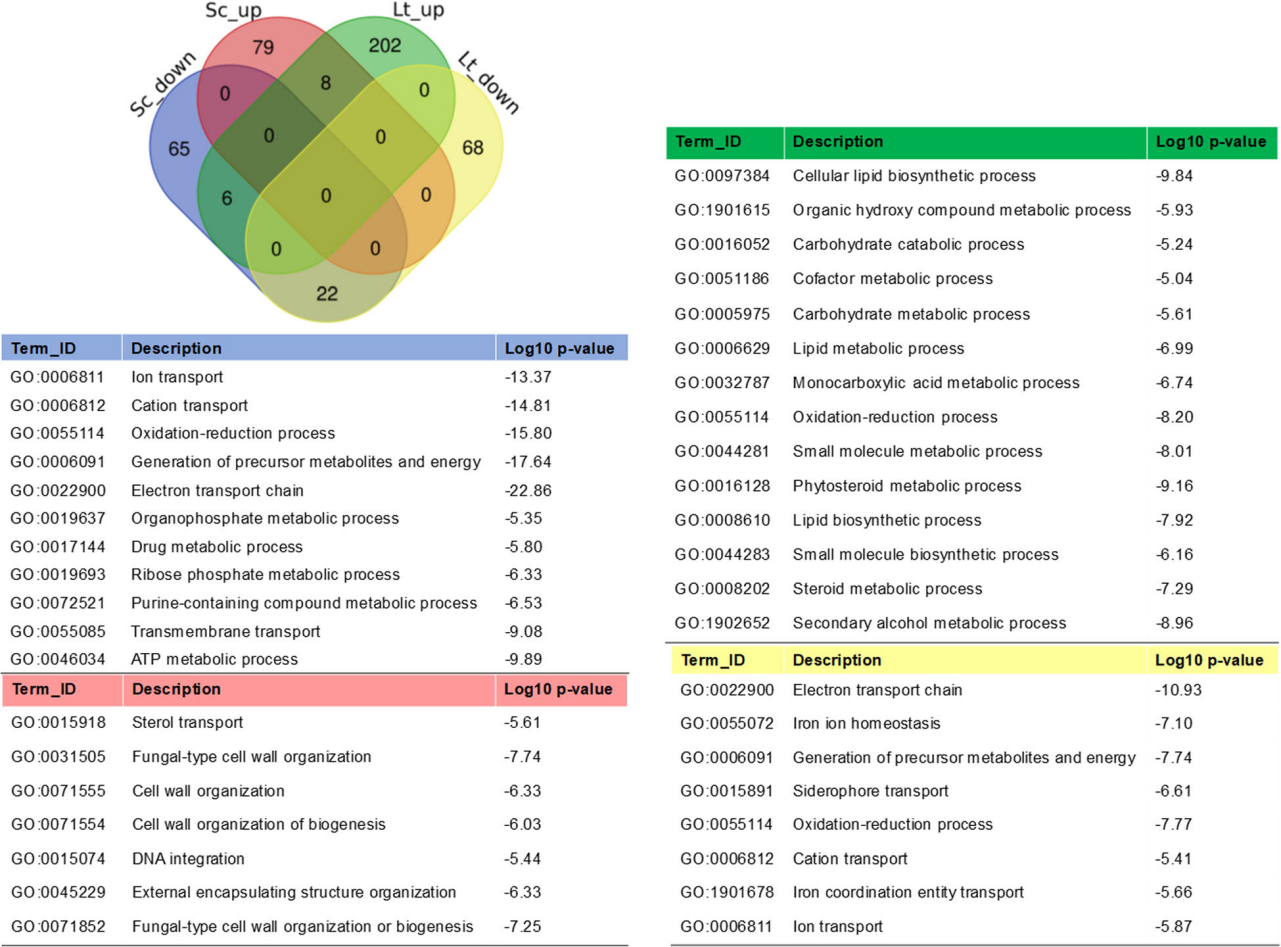
A Venn diagram showing the number of differentially expressed genes (DEGs) commonly regulated in *S. cerevisiae* and *L. thermotolerans* in a mixed-culture fermentation in response to anoxia compared to aerobic mixed-culture. The enriched GO terms reflecting the biological processes associated with the DEGs are presented in the associated tables

### Response to mixing under anaerobic conditions

Since the mixed aerobic fermentation samples contained a low percentage of *L. thermotolerans* reads and transcripts, which reduced the power to detect differentially expressed genes, we only considered the mixed culture fermentations under anaerobic conditions for further analyses. The transcriptional response of the two yeasts to mixing was analysed by comparing the mixed culture transcriptome to the monocultures in these conditions (i.e. Sc-Lt-AN vs Sc-AN and Lt-AN). 

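The 17 measured *S. cerevisiae* genes of the citrate cycle had a median log2 fold change of 0.63 on mixing without oxygen, with 8 at an unadjusted p under 0.05 (camera adjusted p = 3.52e-06, and adjusted p = 0.587 with an estimated correlation). Ribosomal protein genes, 138 in number, had a median of -0.35, with 9 at an unadjusted p under 0.05 (camera adjusted p = 2.57e-10, and adjusted p = 0.612 with an estimated correlation). In either list limma called 0 genes over all genes and 0 when adjusted over the list alone. Over all 5812 genes of this yeast limma called 0, with 602 at an unadjusted p under 0.05 (n = 2 mixed libraries against 1 monoculture library, with variances pooled over the 4 conditions). Fitting only the anaerobic libraries called 154 genes higher and 123 lower, and 155 and 124 were called without Sc-Lt-AR replicate 1 and 154 and 123 without replicate 2. These 3 fits share their spread, that of the Sc-Lt-AN pair alone (1 residual degree of freedom), against 1 monoculture library. Fits without Sc-Lt-AN replicate 1 or 2 take theirs from the Sc-Lt-AR pair alone, also with 1 residual degree of freedom. The citrate cycle calls ranged from 0 (without Sc-Lt-AN replicate 1 or 2 or Sc-AR replicate 2) to 2 (without Sc-Lt-AR replicate 1 or 2) and the ribosomal ones from 0 (without Sc-Lt-AN replicate 1 or 2 or Sc-AR replicate 2) to 5 (without Sc-Lt-AR replicate 1 or 2).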

The data revealed that only 62 genes were differentially expressed (31 up-regulated and 31 down-regulated) in *S. cerevisiae* in response to the presence of *L. thermotolerans*. In contrast, in *L. thermotolerans* 687 genes were differentially expressed, amongst them 639 (408 up-regulated and 231 down-regulated) which could be annotated to *S. cerevisiae* homologs. 

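*PHO84*, the high-affinity phosphate transporter gene of *L. thermotolerans* (KLTH0F06864g, chromosome F), rose by 4.95 (SE 1.23, adjusted p = 0.0388) on mixing without oxygen. *NCE103*, a carbonic anhydrase gene (KLTH0G10120g, chromosome G), rose by 3.2 (SE 0.360, adjusted p = 0.0176) and *RTS3*, linked to protein phosphatase 2A, by 2.85 (SE 0.347, adjusted p = 0.0176). *DIP5*, an amino acid permease gene, fell, at -2.54 (SE 0.298, adjusted p = 0.0176). In this comparison mixing cannot be told apart from the dilution rate, which was 0.1 h^-1 in Sc-Lt-AN and 0.075 h^-1 in Lt-AN. Limma called 250 genes higher and 183 lower (n = 2 mixed and 2 monoculture libraries), of which 237 and 156 have an *S. cerevisiae* homolog. The higher genes had a median GC content of 57.5% and the lower ones 46.1%, against 47.8% for the genes not called. After the correction for GC content and gene length 40 genes were higher and 56 lower, and 77 of the 433 were called both ways. Once corrected for GC content and length the values were 4.79 for *PHO84*, 2.49 for *NCE103*, 2.26 for *RTS3* and -2.12 for *DIP5*, and *PHO84* no longer passed (adjusted p = 0.0720). With the replicate block added to this correction limma called 0 genes of this comparison (1132 at an unadjusted p under 0.05). Only 1 gene was called without Lt-AN replicate 1 (1412 at an unadjusted p under 0.05), and limma called 0 without Lt-AN replicate 2 (1282) or Sc-Lt-AN replicate 1 (1076), so all 4 genes above were lost without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1 (adjusted p = 0.0630 to 0.180), and *PHO84* was also lost without Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 2 (adjusted p = 0.0671 to 0.130). Without Sc-Lt-AN replicate 2 there were 308 and 193 calls, without Sc-Lt-AR replicate 1 or 2 328 and 329 higher with 242 lower each, and without Lt-AR replicate 1 or 2 33 higher each with 39 and 41 lower. The fit without the aerobic monocultures also left 33 higher and 43 lower, with *PHO84* lost (adjusted p = 0.0660).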

The DEGs were independently analysed for enriched GO terms at the three hierarchical categories (biological process, molecular function and cellular component). Up-regulated genes in *S. cerevisiae* were mainly associated with copper and iron ion import, as well as iron ion homeostasis, while the down-regulated genes were associated with cell aggregation and flocculation (Table 2). 

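The 5 copper uptake genes regulated by Mac1 had a median log2 fold change of 2.57 on mixing without oxygen, and 4 were higher when adjusted over the list alone (camera adjusted p = 0.00135, and adjusted p = 0.587 with an estimated correlation). For 26 iron uptake genes regulated by Aft1 the median was 0.37, with 0 when adjusted over the list alone and 6 at an unadjusted p under 0.05 (camera adjusted p = 0.00663, and adjusted p = 0.645 with an estimated correlation). Flocculation and agglutination genes, 8 in number, had a median of -0.52, and 3 were lower when adjusted over the list alone (camera adjusted p = 0.00173, and adjusted p = 0.587 with an estimated correlation). Adjusted over all genes, limma called 0 in these 3 lists (4, 6 and 3 at an unadjusted p under 0.05). The calls ranged from 0 (without Sc-Lt-AN replicate 1 or 2 or Sc-AR replicate 2) to 4 (without Sc-Lt-AR replicate 1 or 2) for copper, from 0 (without Sc-Lt-AN replicate 1 or 2 or Sc-AR replicate 2) to 9 (without Sc-Lt-AR replicate 1 or 2) for iron and from 0 (without Sc-Lt-AN replicate 1 or 2 or Sc-AR replicate 2) to 3 (without Sc-Lt-AR replicate 1 or 2) for flocculation. The highest counts come from fits in which only the Sc-Lt-AN pair gives the spread (1 residual degree of freedom). Without Sc-Lt-AN replicate 1 or 2 only the Sc-Lt-AR pair gives it, also with 1 residual degree of freedom, so those fits are no firmer. The lists hold genes that the paper names from these libraries and that were known beforehand. These are *CTR1*, *CTR3*, *FRE1* and *FRE7* for copper, *FIT2*, *FIT3* and *ENB1* for iron and *FLO10*, *FLO11* and *SAG1* for flocculation. None of the 3 lists is therefore independent evidence.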

The genes significantly up-regulated in the copper and iron homeostasis were *FRE1* and *FRE7* which encode ferric reductases, *CTR1* and *CTR3* encoding high affinity copper transporters, as well as *ENB1* and *FIT2* that encode an endosomal ferric enterobactin transporter and a mannoprotein, respectively. In contrast, *FLO10*, *FLO11* and *SAG1* required for pseudohyphal and invasive growth, as well as flocculation and agglutination, respectively, were down-regulated (Fig. 5). 

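*CTR3* (YLR411W, chromosome XII), which encodes a high-affinity copper transporter, had the largest difference of these genes, at 4.44 (SE 1.01, adjusted p = 0.421), with FPKM of 296 and 247 in the mixed libraries and 11.5 in the monoculture library. *CTR1* was at 2.57 (SE 0.855, adjusted p = 0.481). The metalloreductase genes *FRE7* and *FRE1* were at 2.81 (SE 0.917, adjusted p = 0.481) and 2.36 (SE 0.779, adjusted p = 0.481). *FIT2*, which encodes a mannoprotein that retains siderophore iron in the cell wall, was at 2.55 (SE 0.556, adjusted p = 0.415) and *ENB1* at 1.67 (SE 0.567, adjusted p = 0.481). All 6 were higher in each mixed library than in the monoculture library, and the adjusted p-values are those of limma over all genes (n = 2 against 1). Without Sc-Lt-AR replicate 1 or 2 all 6 passed (adjusted p = 0.0350 to 0.0476), and both of these fits take their spread from the same Sc-Lt-AN pair alone (1 residual degree of freedom).

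**Figure D3:**
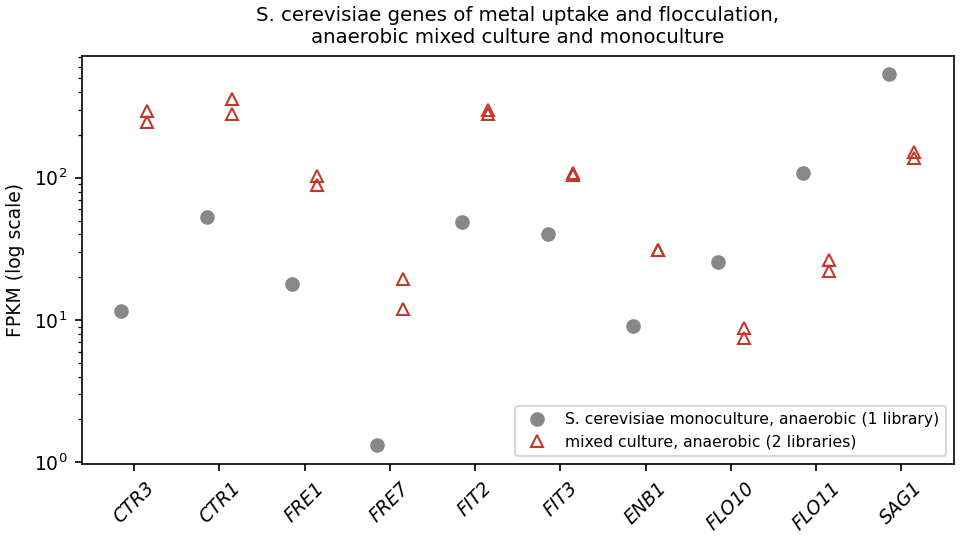
FPKM (vertical axis, log scale) of *S. cerevisiae* metal uptake and flocculation genes (horizontal axis) without oxygen; the grey circle is the monoculture library and the red triangles are the 2 mixed libraries. The copper and iron genes lie higher in the mixed libraries and *FLO10*, *FLO11* and *SAG1* lower.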

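*FLO11*, which encodes a flocculin for adhesion and pseudohyphal growth, was at -2.11 (SE 0.222, adjusted p = 0.363) in the mixed against the monoculture libraries without oxygen. *SAG1*, the alpha-agglutinin gene, was at -1.88 (SE 0.198, adjusted p = 0.363) and the lectin-like flocculin gene *FLO10* at -1.54 (SE 0.196, adjusted p = 0.367). Among genes of mating, to which *SAG1* belongs, the median of 16 was -0.30, with 2 lower when adjusted over the list alone and 5 at an unadjusted p under 0.05 (camera adjusted p = 0.00371, and adjusted p = 0.587 with an estimated correlation). All 3 flocculation genes passed without Sc-Lt-AR replicate 1 or 2 (adjusted p = 0.0350 to 0.0360), where only the Sc-Lt-AN pair gives the spread (1 residual degree of freedom), and the mating calls ranged from 0 (without Sc-Lt-AN replicate 1 or 2 or Sc-AR replicate 2) to 2 (without Sc-Lt-AR replicate 1 or 2).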

In *L. thermotolerans*, biological processes associated with filamentous growth in response to starvation were enriched with up-regulated genes, while processes associated with iron assimilation, iron ion homeostasis as well as siderophore transport were enriched with down-regulated genes (Table 3). 

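*ROX1*, the repressor of hypoxic genes, rose by 2.33 (SE 0.506, adjusted p = 0.0300) in *L. thermotolerans* on mixing without oxygen, *DAT1* by 2.08 (SE 0.545, adjusted p = 0.0439) and *RIM101*, a regulator of invasive growth, by 1.8 (SE 0.264, adjusted p = 0.0195). Of 15 measured copies of the filamentous growth genes that the study shows in its Fig. 5, 11 were higher and 4 did not pass, with 13 higher when adjusted over the list alone (median 1.8, camera adjusted p = 1.28e-06, and adjusted p = 0.380 with an estimated correlation). This list was chosen by the study on these libraries and is not independent evidence, and it has a GC content of 63.4% and a corrected median of 0.69. Of 23 iron uptake genes regulated by Aft1, 9 were lower and 14 did not pass, with 11 lower when adjusted over the list alone (median -1.05, camera adjusted p = 1.28e-06, and adjusted p = 0.380 with an estimated correlation). The ferric reductase gene *FRE5* fell, at -3.22 (SE 0.573, adjusted p = 0.0227). Iron uptake genes had a corrected median of -1.07 here. The calls ranged from 0 (without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1) to 12 (without Sc-Lt-AN replicate 2) for filamentous growth and from 0 (without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1) to 9 (without Sc-Lt-AR replicate 1 or 2) for iron uptake, and without Lt-AN replicate 1 or 2, Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 1 the 4 named calls were lost (adjusted p = 0.0510 to 0.188). The values corrected for GC content and length were 0.94 for *ROX1*, 1.10 for *DAT1*, 1.06 for *RIM101* and -2.98 for *FRE5*, and *ROX1* and *DAT1* no longer passed (adjusted p = 0.0924 to 0.123). Calls were also lost for *ROX1* and *DAT1* in a fit of only the groups compared (adjusted p = 0.0654 to 0.0810) and for *ROX1*, *DAT1*, *RIM101* and *FRE5* without the aerobic monocultures (adjusted p = 0.0516 to 0.0812).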

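*MIG2*, which encodes a glucose-dependent repressor, rose by 2.68 (SE 0.372, adjusted p = 0.0180) in *L. thermotolerans*, and *OPY2*, a membrane anchor of the filamentation and osmotic signalling pathway, by 1.77 (SE 0.435, adjusted p = 0.0382). *MIG1* was at 1.34 (SE 0.467, adjusted p = 0.0860). The iron permease gene *FTR1* fell, at -1.56 (SE 0.304, adjusted p = 0.0245), as did its partner oxidase gene *FET3*, at -1.53 (SE 0.268, adjusted p = 0.0227). Of the siderophore transporter gene *ARN1*, copy KLTH0D18150g fell, at -2.89 (SE 0.457, adjusted p = 0.0212), and KLTH0D00506g was at -0.86 (SE 0.285, adjusted p = 0.0767). Of the ferric reductase gene *FRE3*, copies KLTH0C01056g and KLTH0E01540g fell, at -2.75 (SE 0.437, adjusted p = 0.0212) and -2.37 (SE 0.350, adjusted p = 0.0195), and KLTH0A00572g was at 0.54 (SE 0.356, adjusted p = 0.300). Correcting for GC content and length gave 1.79 for *MIG2*, 0.58 for *OPY2*, -1.62 for *FTR1*, -2.0 for *FET3*, -2.63 for *ARN1*, -2.82 for *FRE3* KLTH0C01056g and -2.56 for *FRE3* KLTH0E01540g, and *OPY2* no longer passed (adjusted p = 0.293). All of these calls were lost without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1 (adjusted p = 0.0793 to 0.170), and *OPY2*, *FTR1* and *FET3* were also lost without one or another of Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 2 (adjusted p = 0.0511 to 0.0775), while without Sc-Lt-AN replicate 2 *MIG1* passed (adjusted p = 0.0249). The call was also lost for *OPY2* in a fit of only the groups compared (adjusted p = 0.0693) and for *OPY2* without the aerobic monocultures (adjusted p = 0.0787).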

The data show that transcriptional factors and repressors (e.g. *MIG1*, *MIG2*, *OPY2*) that are likely involved in the regulation of filamentous growth were up-regulated, while *FTR1*, *FRE3*, *FET3* and *ARN1* encoding a high affinity iron permease, ferric reductase, ferro-O_2_-oxidoreductase, as well as ARN family transporter for siderophore-iron chelates, respectively, were down-regulated (Fig. 5).

**Table 2:** Enriched GO terms (Biological Processes (BP), Biological Function (BF) and Cellular component (CC)) in *Saccharomyces cerevisiae* in anaerobic mixed fermentations

Expression	Category	GO Terms	FDR q-value	Description
Up regulated	BP	GO:0015677	1.70E-04	Copper ion import
		GO:0000041	9.06E-04	Transition metal ion transport
		GO:0006825	8.15E-04	Copper ion transport
		GO:0030001	8.85E-03	Metal ion transport
		GO:0006826	2.82E-02	Iron ion transport
		GO:0055072	3.28E-02	Iron ion homeostasis
		GO:0055076	1.26E-01	Transition metal ion homeostasis
		GO:0035434	1.50E-01	Copper ion transmembrane transport
		GO:0055065	2.84E-01	Metal ion homeostasis
		GO:0015688	3.12E-01	Iron chelate transport
		GO:0015891	2.83E-01	Siderophore transport
		GO:0071555	3.78E-01	Cell wall organization
		GO:0045229	3.49E-01	External encapsulating structure organization
	BF	GO:0005199	1.70E-02	Structural constituent of cell wall
		GO:0005375	1.36E-01	Copper ion transmembrane transporter activity
		GO:0052851	1.90E-01	Ferric-chelate reductase (NADPH) activity
		GO:0000293	1.89E-01	Ferric-chelate reductase activity
		GO:0016723	1.51E-01	Oxidoreductase activity, oxidizing metal ions, NAD or NADP as acceptor
		GO:0016811	2.35E-01	Hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds, in linear amides
		GO:0016722	3.47E-01	Oxidoreductase activity, oxidizing metal ions
	CC	GO:0009277	4.84E-02	Fungal-type cell wall
		GO:0030312	3.04E-02	External encapsulating structure
		GO:0005618	2.30E-02	Cell wall
Down-regulated	BP	GO:0098743	8.92E-03	Cell aggregation
		GO:0098630	4.46E-03	Aggregation of unicellular organisms
		GO:0051704	6.15E-03	Multi-organism process
		GO:0098609	8.21E-02	Cell-cell adhesion
		GO:0000128	9.84E-06	Flocculation
	BF	GO.0035673	1.56E-01	Oligopeptide transmembrane transporter activity
		GO:1904680	1.00E+ 00	Peptide transmembrane transporter activity
	CC	GO:0005576	2.42E-04	Extracellular region
		GO:0030312	7.10E-03	External encapsulating structure
		GO:0005618	4.74E-03	Cell wall
		GO:0031225	6.22E-03	Anchored component of membrane
		GO:0000322	1.08E-02	Storage vacuole
		GO:0000324	8.99E-03	Fungal-type vacuole

**Fig. 5:**
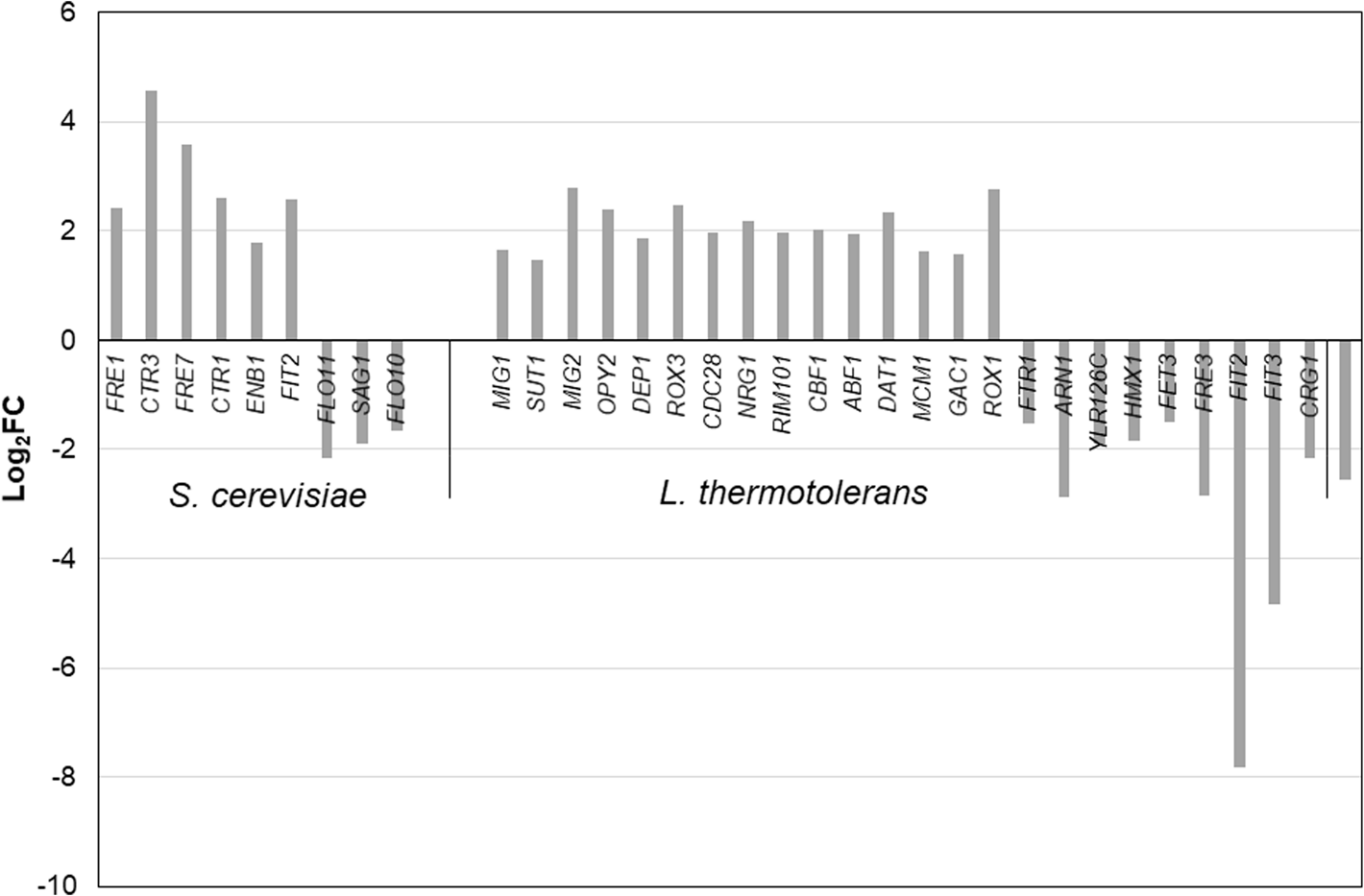
Differentially expressed genes involved in enriched biological processes in *S. cerevisiae* and *L. thermotolerans* in response to mixing under anaerobic conditions compared to aerobic conditions

**Table 3:** Enriched GO terms (Biological Processes (BP), Biological Function (BF) and Cellular component (CC)) in *Lachancea thermotolerans* under anaerobic mixed fermentations

Expression	Category	GO Terms	FDR q-value	Description
Up regulated	BP	GO:0005975	9.65E-03	Carbohydrate metabolic process
		GO:0044281	8.15E-03	Small molecule metabolic process
		GO:0035434	4.67E-02	Copper ion transmembrane transport
		GO:0044282	4.19E02	Small molecule catabolic process
		GO:0043436	4.79E02	Oxoacid metabolic process
		GO:0006082	4.34E-02	Organic acid metabolic process
		GO:1900434	3.91E-02	Regulation of filamentous growth of a population of unicellular organisms in response to starvation
		GO:0019752	3.79E-02	Carboxylic acid metabolic process
	BF	GO:0001078	1.96E-03	Transcriptional repressor activity, RNA polymerase II proximal promoter sequence-specific DNA binding
		GO:0001227	1.47E-03	Transcriptional repressor activity, RNA polymerase II transcription regulatory region sequence-specific DNA binding
		GO:0000982	5.40E-02	Transcription factor activity, RNA polymerase II proximal promoter sequence-specific DNA binding
	CC	GO:0005576	1.39E-03	Extracellular region
		GO:0005618	6.98E-02	Cell wall
Down-regulated	BP	GO:0055072	2.97E-05	Iron ion homeostasis
		GO:0055076	4.61E-04	Transition metal ion homeostasis
		GO:0006879	6.37E-04	Cellular iron ion homeostasis
		GO:0048878	1.03E-03	Chemical homeostasis
		GO:0055065	1.98E-03	Metal ion homeostasis
		GO:0015688	2.89E-03	Iron chelate transport
		GO:0015891	2.48E-03	Siderophore transport
		GO:0046916	5.32E-03	Cellular transition metal ion homeostasis
		GO:0051321	5.84E-03	Meiotic cell cycle
		GO:0042592	7.78E-03	Homeostatic process
		GO:1901678	8.35E-03	Iron coordination entity transport
		GO:0098771	8.65E-03	Inorganic ion homeostasis
		GO:0055080	1.04E-02	Cation homeostasis
		GO:0006826	1.09E-02	Iron ion transport
		GO:0050801	1.97E-02	Ion homeostasis
	BF	GO:0016491	5.40E-01	Oxidoreductase activity
		GO:0016722	4.45E-01	Oxidoreductase activity, oxidizing metal ions
		GO:0050662	6.57E-01	Coenzyme binding
	CC	GO:1990351	2.83E-01	Transporter complex
		GO:0097249	1.66E-01	Mitochondrial respiratory chain supercomplex
		GO:0033573	2.19E-01	High-affinity iron permease complex
		GO:19–05862	1.64E-01	Ferroxidase complex

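The 44 *S. cerevisiae* genes of cell wall biogenesis had a median log2 fold change of 0.36 between the mixed and the monoculture libraries without oxygen (camera adjusted p = 0.00663, and adjusted p = 0.587 with an estimated correlation). Over all genes limma called 0 of them, with 6 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Their calls ranged from 0 (without Sc-Lt-AN replicate 1 or 2 or Sc-AR replicate 2) to 2 (without Sc-Lt-AR replicate 1 or 2, with the spread of the Sc-Lt-AN pair alone and 1 residual degree of freedom).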

Within the category of Cellular component, GO enrichment revealed that the extracellular region and the cell wall were the most enriched cellular component GO terms in *S. cerevisiae* with both up- and down-regulated genes (Table 2). 

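In *S. cerevisiae* without oxygen, the seripauperin genes *PAU24* and *PAU12* were at 3.12 (SE 0.553, adjusted p = 0.367) and 2.94 (SE 0.280, adjusted p = 0.357) in the mixed against the monoculture libraries. *PAU17* and *PAU5*, of the same family of small cell wall proteins, were at 1.75 (SE 0.272, adjusted p = 0.367) and 1.70 (SE 0.225, adjusted p = 0.367). The mannoprotein gene *FIT3* was at 1.37 (SE 0.360, adjusted p = 0.435). *SPO19*, a meiosis-specific gene for a membrane-anchored protein, was at -2.42 (SE 0.332, adjusted p = 0.367) and the acid phosphatase gene *PHO5* at -1.82 (SE 0.728, adjusted p = 0.495). All 7 passed without Sc-Lt-AR replicate 1 or 2 (adjusted p = 0.0350 to 0.0463), fits that rest on the spread of the Sc-Lt-AN pair alone (1 residual degree of freedom).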

The enrichment is mainly associated with the up-regulation of mannoprotein encoding genes (*FIT2* and *FIT3*) as well as the seripauperin protein encoding genes (*PAU5*, *PAU12*, *PAU17* and *PAU24*) and down-regulation of *FLO10*, *FLO11*, *SPO19*, *SAG1* and *PHO5* (Fig. 7). Conversely, in *L. thermotolerans* the cell wall was only enriched with up-regulated genes. 

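Among 40 *L. thermotolerans* genes of cell wall biogenesis, 7 were higher on mixing without oxygen, 1 was lower and 32 did not pass, with 7 higher and 1 lower when adjusted over the list alone. Their median log2 fold change was 0.23 (camera adjusted p = 0.0410, and adjusted p = 0.478 with an estimated correlation), at a GC content of 53.6% and with a corrected median of 0.00 (adjusted p = 0.953 after the correction, toward lower values). Without Lt-AN replicate 1 the test gave adjusted p = 0.188, without Sc-Lt-AN replicate 1 0.0808, and without Lt-AR or Sc-Lt-AR replicate 1 or 2 0.0571 to 0.0601, and in a fit of only the groups compared 0.0949. The calls ranged from 0 (without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1) to 9 (without Sc-Lt-AR replicate 1 or 2).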

The genes associated with this enrichment included *KRE9*, *BGL2*, *DSE4*, *CWP1*, *PIR1*, *HSP150* (a paralog of *PIR3*), *UTH1*, and *CRH1* (Fig. 6) all required for cell wall biogenesis and stability, particularly β-glucan formation.

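The *L. thermotolerans* genes *HSP150* and *PIR1*, for O-glycosylated proteins bound to cell wall glucan, rose by 2.08 (SE 0.364, adjusted p = 0.0227) and 1.99 (SE 0.352, adjusted p = 0.0227). *CWP1*, a cell wall mannoprotein gene, rose by 1.76 (SE 0.237, adjusted p = 0.0179). Of *KRE9*, needed for beta-1,6-glucan, copy KLTH0F04378g rose by 1.10 (SE 0.287, adjusted p = 0.0432) and KLTH0D13684g was at 0.88 (SE 0.318, adjusted p = 0.0928). *DSE4*, a glucanase gene of cell separation, was at 1.34 (SE 0.468, adjusted p = 0.0863). Of the 9 measured copies of the genes that the paper names here, 7 were higher and 2 did not pass, with 8 when adjusted over the list alone (median 1.76, camera adjusted p = 2.48e-05, and adjusted p = 0.380 with an estimated correlation). The study chose them on these libraries, so that they are not independent evidence, and they have a GC content of 59.0% and a corrected median of 1.10. Without Sc-Lt-AR replicate 1 or 2 *DSE4* passed (adjusted p = 0.0488 to 0.0494). The calls of *HSP150*, *PIR1*, *CWP1* and *KRE9* were lost without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1 (adjusted p = 0.0739 to 0.233), and *HSP150*, *PIR1* and *KRE9* were also lost without one or another of Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 2 (adjusted p = 0.0527 to 0.0866), and over the copies the calls ranged from 0 (without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1) to 8 (without Sc-Lt-AR replicate 1 or 2). Corrected for GC content and length, the values were 1.22 for *HSP150*, 1.00 for *PIR1*, 1.27 for *CWP1* and 0.59 for *KRE9*, and *HSP150*, *PIR1* and *KRE9* no longer passed (adjusted p = 0.0595 to 0.193). Calls were also lost for *KRE9* in a fit of only the groups compared (adjusted p = 0.0754), for *KRE9* with the replicate block (adjusted p = 0.0587) and for *HSP150*, *PIR1* and *KRE9* without the aerobic monocultures (adjusted p = 0.0537 to 0.0848).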

**Fig. 6:**
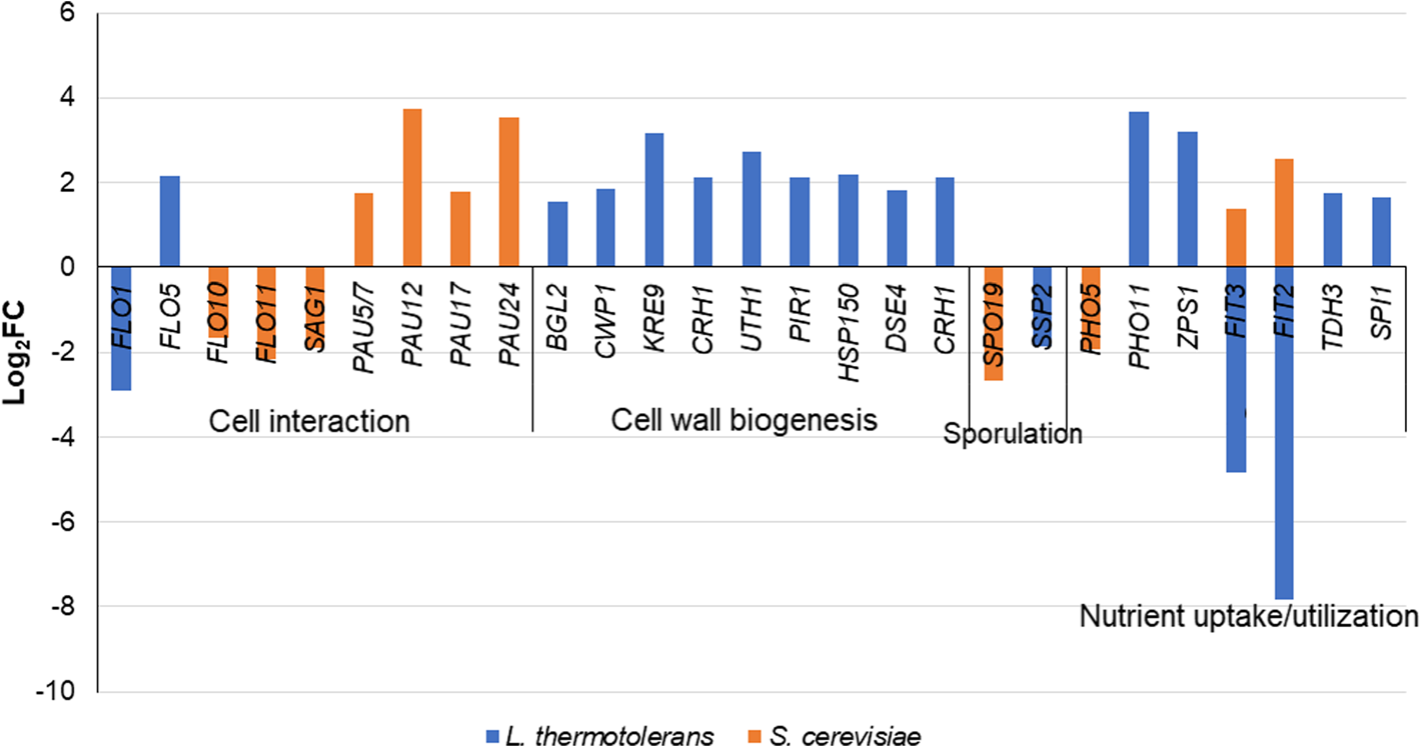
DEGs associated with the enrichment of the cellular component GO terms: cell wall and cell exterior

The DEGs were further mapped to terms in the Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.kegg.jp/) database. No pathways were enriched in *S. cerevisiae* probably due to the limited number of genes (62) differentially expressed in response to mixing. Conversely, in *L. thermotolerans* out of the 639 annotated DEGs,116 up-regulated and 5 down-regulated genes revealed enriched KEGG pathways. As illustrated in Fig. 7, metabolic pathways, biosynthesis of secondary metabolites as well as microbial metabolism in diverse environments were the largest categories in the up-regulated genes. Furthermore, the data show that carbon metabolism as well as biosynthesis of amino acids were highly enriched. Moreover, the metabolism of β-alanine, phenylalanine, cysteine and methionine was enriched. However, not all the genes involved in the metabolic processes were significantly upregulated. For instance, in the β-alanine metabolism only *PAN6* and *GAD1* were significantly up-regulated, while *ARO8* and *AAT2*, and *CYS3*, *ARO8*, *MCY1* and *AAT2*, were significantly up-regulated in the phenylalanine and the cysteine and methionine metabolism, respectively (Additional file 4: Table S4). 

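The glyceraldehyde-3-phosphate dehydrogenase gene *TDH3* (KLTH0G15730g) of *L. thermotolerans* rose by 1.73 (SE 0.237, adjusted p = 0.0180) on mixing without oxygen and *TPI1*, for triose phosphate isomerase, by 1.05 (SE 0.259, adjusted p = 0.0387). *LSC2* and *LSC1*, for the subunits of succinyl-CoA ligase, rose by 2.12 (SE 0.460, adjusted p = 0.0300) and 1.58 (SE 0.309, adjusted p = 0.0245). Of 18 glycolysis genes 2 were higher and 16 did not pass, 2 when adjusted over the list alone (median 0.46, camera adjusted p = 0.0691, and adjusted p = 0.577 with an estimated correlation). Of 15 genes of the citrate cycle 3 were higher and 12 did not pass, 3 when adjusted over the list alone (median 0.47, camera adjusted p = 0.0113, and adjusted p = 0.424 with an estimated correlation). The GC contents are 52.9% and 51.2%, and the corrected medians 0.11 and 0.16 (adjusted p = 0.435 for the citrate cycle after the correction). The glycolysis test gave adjusted p = 0.0491 without Lt-AN replicate 1 and 0.0440 or 0.0447 without Sc-Lt-AR replicate 1 or 2, and that of the citrate cycle 0.106 without Lt-AN replicate 2. Without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1 the 4 named calls were lost (adjusted p = 0.0739 to 0.219), and *TPI1*, *LSC2* and *LSC1* were also lost without one or another of Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 2 (adjusted p = 0.0595 to 0.0825). The values corrected for GC content and length were 1.19 for *TDH3*, 0.91 for *TPI1*, 1.11 for *LSC2* and 0.72 for *LSC1*, and *TPI1*, *LSC2* and *LSC1* no longer passed (adjusted p = 0.102 to 0.220). The calls also ended for *TPI1* and *LSC2* in a fit of only the groups compared (adjusted p = 0.0616 to 0.0627) and for *TPI1*, *LSC2* and *LSC1* without the aerobic monocultures (adjusted p = 0.0590 to 0.0808).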

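The aldehyde dehydrogenase gene *ALD2* (KLTH0F09658g), which acts in beta-alanine synthesis, rose by 1.62 (SE 0.432, adjusted p = 0.0458) in *L. thermotolerans* on mixing without oxygen. KLTH0D00440g, named *MDH3* after its *S. cerevisiae* homolog (a malate dehydrogenase gene), rose by 2.77 (SE 0.544, adjusted p = 0.0245). Its own enzyme was not established here. *MRI1* of methionine salvage and the cystathionine beta-lyase gene *STR3* rose by 1.26 (SE 0.346, adjusted p = 0.0489) and 1.01 (SE 0.231, adjusted p = 0.0333). Of the 5 measured copies of the 4 genes the study lists for beta-alanine 3 were higher and 2 did not pass (5 when adjusted over the list alone), with a median of 1.61 (camera adjusted p = 0.00197, and adjusted p = 0.380 with an estimated correlation). Of 8 copies of its 6 genes for phenylalanine 2 were higher and 6 did not pass (6 when adjusted over the list alone), with a median of 1.43 (camera adjusted p = 0.000791, and adjusted p = 0.380 with an estimated correlation). Of 13 copies of its 8 genes for cysteine and methionine 4 were higher and 9 did not pass (5 when adjusted over the list alone), with a median of 1.05 (camera adjusted p = 0.00187, and adjusted p = 0.380 with an estimated correlation). These 3 lists were chosen by the study on these libraries and are not independent evidence. Their GC contents are 56.8%, 52.8% and 51.8%, and their corrected medians 0.82, 0.78 and 0.51. Among 11 genes of a wider list of beta-alanine and pantothenate metabolism 3 were higher, *GAD1*, *ALD2* and *PAN6*, which are those called among the study's own beta-alanine genes, and 8 did not pass, 4 when adjusted over the list alone (median 0.91, camera adjusted p = 0.0103, and adjusted p = 0.380 with an estimated correlation), at a GC content of 52.1% and with a corrected median of 0.61 (adjusted p = 0.0778 after the correction). The 4 named calls were lost without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1 (adjusted p = 0.0880 to 0.251), and *ALD2*, *MRI1* and *STR3* were also lost without one or another of Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 2 (adjusted p = 0.0657 to 0.0836). Correcting for GC content and length gave 0.82 for *ALD2*, 3.16 for *MDH3*, 0.35 for *MRI1* and 0.51 for *STR3*, and *ALD2*, *MRI1* and *STR3* no longer passed (adjusted p = 0.161 to 0.434). Calls were also lost for *ALD2* and *STR3* in a fit of only the groups compared (adjusted p = 0.0618 to 0.0627), for *ALD2* and *MRI1* with a pseudocount of 0.1 (adjusted p = 0.05004 to 0.0510), for *MRI1* with no filter (adjusted p = 0.0503), for *MRI1* with no trend (adjusted p = 0.0533), for *STR3* by its size with quantile normalization (0.98) and for *ALD2*, *MRI1* and *STR3* without the aerobic monocultures (adjusted p = 0.0726 to 0.0817).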

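*GAD1*, the glutamate decarboxylase gene of *L. thermotolerans*, rose by 2.72 (SE 0.361, adjusted p = 0.0179) and the pantothenate synthase gene *PAN6* by 1.38 (SE 0.287, adjusted p = 0.0271). Of the aromatic aminotransferase gene *ARO8*, copy KLTH0E07678g rose by 2.83 (SE 0.288, adjusted p = 0.0176) and KLTH0G02002g was at 0.43 (SE 0.335, adjusted p = 0.382). The aspartate aminotransferase gene *AAT2* was at 1.51 (SE 0.449, adjusted p = 0.0608) and the cystathionine gamma-lyase gene *CYS3* at 1.35 (SE 0.639, adjusted p = 0.169). Of the cysteine synthase gene *MCY1*, copies KLTH0E08800g and KLTH0H10846g were at 1.51 (SE 0.524, adjusted p = 0.0862) and -0.08 (SE 0.134, adjusted p = 0.707). Corrected for GC content and length, the values were 1.71 for *GAD1*, 0.61 for *PAN6* and 2.60 for *ARO8*, and *GAD1* and *PAN6* no longer passed (adjusted p = 0.0720 to 0.137). Without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1 the calls of *GAD1*, *PAN6* and *ARO8* were lost (adjusted p = 0.0717 to 0.163), and *PAN6* was also lost without Lt-AR replicate 1 or 2 (adjusted p = 0.0603 to 0.0614). *AAT2* passed without Sc-Lt-AR replicate 1 or 2 (adjusted p = 0.0221), and without Sc-Lt-AN replicate 2 *CYS3* and *MCY1* passed (adjusted p = 0.0192 to 0.0255). The call was also lost for *PAN6* without the aerobic monocultures (adjusted p = 0.0619).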

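Among 21 *L. thermotolerans* genes of fatty acid degradation, 3 were higher on mixing without oxygen, 1 was lower and 17 did not pass, with 4 higher and 3 lower when adjusted over the list alone. The lower gene was *PXA1*, for a peroxisomal fatty acid importer, at -1.18 (SE 0.299, adjusted p = 0.0408). *SPS19* (KLTH0H14564g), for a dienoyl-CoA reductase, rose by 1.95 (SE 0.347, adjusted p = 0.0227). The median log2 fold change was 0.12 (camera adjusted p = 0.521, and adjusted p = 0.864 with an estimated correlation), at a GC content of 50.9% and with a corrected median of -0.28. Both named calls were lost without Lt-AN replicate 1 or 2, Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 1 (adjusted p = 0.0571 to 0.208), and *PXA1* was also lost without Sc-Lt-AN replicate 2 (adjusted p = 0.0583), and the calls ranged from 0 (without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1) to 7 (without Sc-Lt-AR replicate 1 or 2). The values corrected for GC content and length were -1.15 for *PXA1* and 1.06 for *SPS19*, and *PXA1* and *SPS19* no longer passed (adjusted p = 0.0672 to 0.101). Calls were also lost for *PXA1* with a pseudocount of 0.1 (adjusted p = 0.0612) and for *PXA1* and *SPS19* without the aerobic monocultures (adjusted p = 0.0566 to 0.0771).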

Amongst the down-regulated genes, fatty acid degradation as well as α-linoleic acid metabolism were the main enriched pathways.

**Fig. 7:**
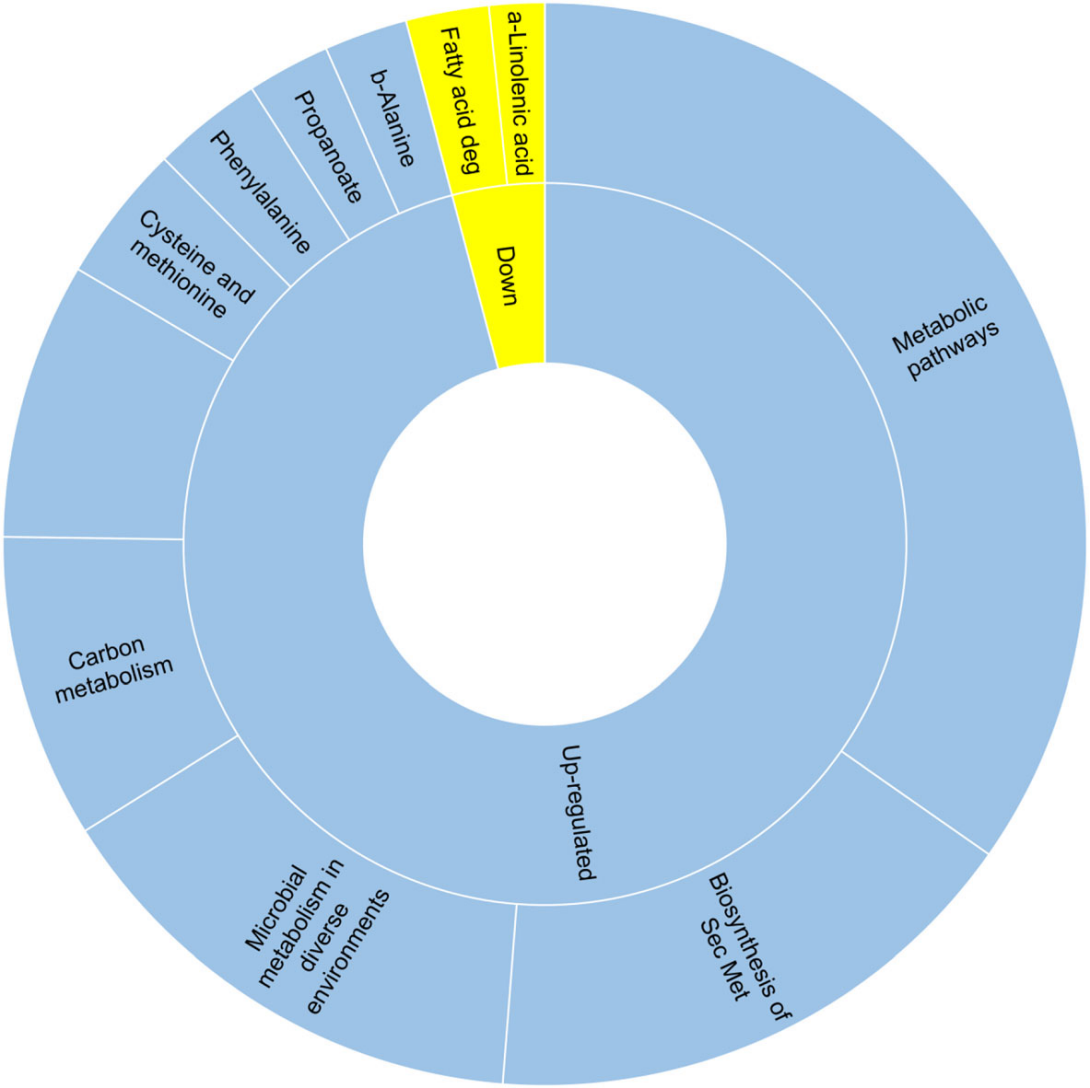
KEGG pathways enriched in *L. thermotolerans* in mixed culture fermentation under anaerobic conditions compared to aerobic conditions

## Discussion

The current study aimed to unravel transcriptional responses of *S. cerevisiae* and *L. thermotolerans* in mixed culture fermentation. By manipulating dilution rates in a continuous culture, the two yeasts were maintained at approximately equal concentrations for 24 h. *L. thermotolerans* transcripts accounted for 24% of the sequences reads in anaerobic mixed cultures and ≈ 8% in aerobic mixed cultures. However, there was sufficient depth in the anaerobic mixed fermentation transcriptome to extract key genes that are influenced by mixing and interaction between *S. cerevisiae* and *L. thermotolerans*. Related studies have employed strategies, which only allowed for analysis of early transcriptional responses to mixed culture or analyses of *S. cerevisiae* transcriptional response only. For instance, Tronchoni et al. [25] first pre-cultured *S. cerevisiae* and the *T. delbrueckii* in separate bioreactors and then mixed the two at equal volumes, followed by withdrawal of samples for RNAseq before the cells started proliferating and in the early exponential phase to avoid over-representation of only one species. In contrast, Barbosa et al. [17] conducted mixed-culture fermentations of *S. cerevisiae* with *Hanseniaspora guilliermondii* in a typical wine fermentation batch set-up, extracted RNA at different fermentation stages and only focused on the transcriptional response of *S. cerevisiae*. The specific conditions also aimed at maintaining relatively stable environmental conditions and cell densities during the co-culture of the two species by using a set-up similar to a continuous fermentation. This strategy was intended to limit the transcriptomic signature to the interaction-relevant responses by reducing genetic responses that would be due to the continuous dynamic adaptation to changing conditions that are prevalent in batch cultures [17, 25]. The relatively limited number of *S. cerevisiae* genes that are significantly affected by the mixed culture conditions in our study when compared to other such data sets suggests that this strategy has succeeded, and that the highlighted genes are indeed the core of a perpetual interaction response.

### Overall response to the interaction between mixing and anoxia

The transcriptomic data revealed divergent responses of the two yeasts to the interaction between mixing and anoxia. These conditions elicited a stronger response in *L. thermotolerans*. Indeed, on average *L. thermotolerans* displayed a marked up-regulation of genes associated with cell aggregation, cell death and response to osmotic stress. Furthermore, several genes encoding catalase, superoxide dismutases, and peroxidases were significantly up-regulated, suggesting that *L. thermotolerans* cells are experiencing some level of oxidative stress. This is not surprising since other studies have demonstrated that hypoxia and anoxia induce transient oxidative stress in other yeasts such as *S. cerevisiae* and *Kluyveromyces lactis* [26]. 

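*STL1*, the glycerol importer gene of *L. thermotolerans* that responds to osmotic stress, had a higher interaction value of 4.99 (SE 0.745, adjusted p = 0.00435), and *GPP2* (KLTH0A04378g), a glycerol phosphatase gene, of 4.6 (SE 0.980, adjusted p = 0.0114). The glycerol kinase gene *GUT1* was higher at 2.61 (SE 0.684, adjusted p = 0.0225). Of 13 genes of glycerol metabolism 6 were higher and 7 did not pass, 6 when adjusted over the list alone (median 1.19, camera adjusted p = 0.00680, and adjusted p = 0.317 with an estimated correlation). The heat shock genes *SSC1* and *SSA2* were higher at 4.50 (SE 0.539, adjusted p = 0.00336) and 3.01 (SE 0.258, adjusted p = 0.00280). Of 16 heat shock genes 7 were higher, 1 was lower and 8 did not pass, with 7 higher and 2 lower when adjusted over the list alone (median 1.04, camera adjusted p = 0.00452, and adjusted p = 0.317 with an estimated correlation). The GC contents are 53.8% for glycerol and 51.9% for heat shock, with corrected medians of 0.28 and 0.62 (adjusted p = 0.754 and 0.0756 after the correction). The calls ranged from 2 (without Lt-AN replicate 1 or Lt-AR replicate 1) to 9 (without Sc-Lt-AR replicate 1) for glycerol and from 5 (without Lt-AN replicate 2) to 9 (without Sc-Lt-AR replicate 1) for heat shock. *GUT1* was lost without Lt-AN replicate 1, Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 1 (adjusted p = 0.0562 to 0.0785). Once corrected for GC content and length the values were 1.87 for *STL1*, 3.01 for *GPP2*, -1.03 for *GUT1*, 2.55 for *SSC1* and 2.13 for *SSA2*, and *GPP2* and *GUT1* no longer passed (adjusted p = 0.0655 to 0.403), nor did *STL1* when the replicate block was added (adjusted p = 0.0619). *GUT1* was also below 0 with GC content alone corrected (-0.46).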

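The peroxiredoxin genes *PRX1* and *AHP1* of *L. thermotolerans* had higher interaction values of 3.91 (SE 0.396, adjusted p = 0.00325) and 2.79 (SE 0.393, adjusted p = 0.00407), and *HYR1*, a hydroperoxide peroxidase gene, of 3.79 (SE 0.325, adjusted p = 0.00280). Of 21 measured genes of the oxidative stress defence 10 were higher, 2 were lower and 9 did not pass, with 10 higher and 2 lower when adjusted over the list alone. The median was 0.46 (camera adjusted p = 0.00917, and adjusted p = 0.317 with an estimated correlation), at a GC content of 53.7% and with a corrected median of 0.26, while with GC content alone corrected the test gave adjusted p = 0.251. In these 8 libraries the calls ranged from 9 (without Lt-AN replicate 2, Lt-AR replicate 1 or 2, Sc-Lt-AN replicate 1 or Sc-Lt-AR replicate 2) to 13 (without Sc-Lt-AR replicate 1). The values corrected for GC content and length were 1.99 for *PRX1*, 1.73 for *AHP1* and 2.34 for *HYR1*.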

Our data also suggest that *L. thermotolerans* redirects its metabolic flux from glycolysis to the PPP similar to *K. lactis* and *Pichia pastoris* [26, 27].

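In the pentose phosphate pathway of *L. thermotolerans*, *RPE1*, *TAL1* and *GND1*, for the epimerase, transaldolase and phosphogluconate dehydrogenase, had higher interaction values of 3.27 (SE 0.319, adjusted p = 0.00325), 2.76 (SE 0.296, adjusted p = 0.00325) and 2.11 (SE 0.206, adjusted p = 0.00325). *SOL3* and the transketolase gene *TKL1* were higher at 2.83 (SE 0.829, adjusted p = 0.0316) and 1.47 (SE 0.342, adjusted p = 0.0150), and *ZWF1*, which encodes the first enzyme, was at -0.59 (SE 0.214, adjusted p = 0.0617). Of 8 genes of the pathway 5 were higher and 3 did not pass, 5 when adjusted over the list alone (median 1.79, camera adjusted p = 0.00542, and adjusted p = 0.317 with an estimated correlation). In glycolysis *TDH3* (KLTH0G15730g) was higher at 2.52 (SE 0.336, adjusted p = 0.00370) and *TPI1* at 1.55 (SE 0.367, adjusted p = 0.0159), while the *TDH3* copy KLTH0B01958g was at 1.12 (SE 1.02, adjusted p = 0.396). Of 18 glycolysis genes 2 were higher and 16 did not pass, 2 when adjusted over the list alone (median 1.08, camera adjusted p = 0.0258, and adjusted p = 0.564 with an estimated correlation). The GC contents are 54.6% and 52.9%, and the corrected medians -0.02 and 0.15 (adjusted p = 0.233 and 0.660 after the correction). The pathway calls ranged from 3 (without Lt-AR replicate 1) to 5 (without Sc-Lt-AN replicate 1 or 2) and those of glycolysis from 1 (without Lt-AR replicate 2 or Sc-Lt-AN replicate 1) to 10 (without Sc-Lt-AR replicate 1). Its test gave adjusted p = 0.0578 without Lt-AN replicate 2, 0.0603 without Sc-Lt-AN replicate 1 and 0.263 without Sc-Lt-AR replicate 2. *SOL3*, *TKL1* and *TPI1* were lost without one or another of Lt-AN replicate 1 or 2, Lt-AR replicate 1 or 2, Sc-Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 1 (adjusted p = 0.0508 to 0.109). The *TDH3* copy KLTH0B01958g reached 2.41 (adjusted p = 0.00265) without Sc-Lt-AR replicate 1, and without Sc-Lt-AN replicate 1 *SOL3* was at 1.88. With GC content and length corrected, the values were 1.53 for *RPE1*, 1.88 for *TAL1*, 0.79 for *GND1*, -0.61 for *SOL3*, -0.34 for *TKL1*, 1.30 for *TDH3* and 1.19 for *TPI1*, and *GND1*, *SOL3*, *TKL1* and *TPI1* no longer passed, *GND1* by its size (adjusted p = 0.0369 to 0.486), nor did *TDH3* when the replicate block was added (adjusted p = 0.0613). With GC content alone corrected *SOL3* was at -0.42 and *TKL1* at 0.28.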

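Between the mixed cultures, *INH1*, for the inhibitor of the mitochondrial ATP synthase, fell in *S. cerevisiae* without oxygen, at -3.01 (SE 0.212, adjusted p = 0.0232), as did the subunit gene *TIM11*, at -1.88 (SE 0.186, adjusted p = 0.0399). The *L. thermotolerans* subunit gene *ATP18* fell, at -1.64 (SE 0.372, adjusted p = 0.0211). Of 16 ATP synthase genes of *S. cerevisiae* 3 were lower and 13 did not pass, 6 when adjusted over the list alone (median -1.35, camera adjusted p = 3.46e-12, and adjusted p = 0.610 with an estimated correlation). Of 14 in *L. thermotolerans* 2 were lower and 12 did not pass, 2 when adjusted over the list alone (median -1.0, camera adjusted p = 0.000499, and adjusted p = 0.299 with an estimated correlation), at a GC content of 52.5% and with a corrected median of -1.0. In the citrate cycle limma called 0 of 17 genes in *S. cerevisiae* (6 at an unadjusted p under 0.05, 1 lower when adjusted over the list alone, median -0.38, camera adjusted p = 0.000129, and adjusted p = 0.498 with an estimated correlation). It called 0 of 15 in *L. thermotolerans* (5 at an unadjusted p under 0.05, 0 when adjusted over the list alone, median -0.31, camera adjusted p = 0.194, and adjusted p = 0.608 with an estimated correlation), where the GC content is 51.2% and the corrected median -0.61 (adjusted p = 0.0110 after the correction). The ATP synthase calls ranged from 0 (without Sc-Lt-AN replicate 1 or 2) to 10 (without Sc-Lt-AR replicate 1) in *S. cerevisiae* and from 0 (without Sc-Lt-AN replicate 1 or Sc-Lt-AR replicate 2) to 5 (without Sc-Lt-AR replicate 1) in *L. thermotolerans*. Without Sc-Lt-AN replicate 1 or 2 both *S. cerevisiae* calls were lost (adjusted p = 0.270 to 0.701), and *ATP18* no longer passed by its p-value or its size without Sc-Lt-AN replicate 1 or 2 or Sc-Lt-AR replicate 2 (adjusted p = 0.0151 to 0.123). *ATP18* fell short of 1.5 with quantile normalization (-1.46) and when corrected for GC content and length (-1.15), and did not pass in a fit of only the groups compared (adjusted p = 0.115).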

Under anoxic conditions, mitochondrial and cytochrome c activities were down-regulated in both yeasts. However, differences were observed in the up-regulated processes, where seemingly *S. cerevisiae* increased its sterol uptake while *L. thermotolerans* increased the expression of genes required for ergosterol biosynthesis including those encoding enzymes that catalyse oxygen-dependent reactions e.g. *ERG3*, *ERG11* and *ERG25*. This induction of oxygen-dependent genes has been observed in other yeasts including *S. cerevisiae* and *P. pastoris* albeit transiently, and has been attributed to cells adjusting to anaerobic conditions following cultivations in oxygenated environments [27].

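The *L. thermotolerans* ergosterol genes *ERG3*, *ERG25* and *ERG11*, for a desaturase, an oxidase and a demethylase that use oxygen, rose by 2.69 (SE 0.382, adjusted p = 0.00703), 2.46 (SE 0.279, adjusted p = 0.00544) and 2.21 (SE 0.350, adjusted p = 0.00888) in the mixed culture without oxygen. In *S. cerevisiae* the same genes were at 0.69 (SE 0.256, adjusted p = 0.292), 0.68 (SE 0.362, adjusted p = 0.426) and 0.19 (SE 0.274, adjusted p = 0.788). Of 24 ergosterol genes in *L. thermotolerans* 10 were higher and 14 did not pass, 10 when adjusted over the list alone (median 1.44, camera adjusted p = 1.36e-09, and adjusted p = 0.299 with an estimated correlation), at a GC content of 48.8% and with a corrected median of 1.16. Of 25 in *S. cerevisiae* 1 was higher and 24 did not pass, 1 when adjusted over the list alone (median -0.11, camera adjusted p = 0.956, and adjusted p = 0.989 with an estimated correlation), and without Sc-Lt-AR replicate 2 the median was 0.39 with adjusted p = 0.0443. For sterol uptake in *L. thermotolerans*, 1 of 4 measured genes was higher and 3 did not pass, 1 when adjusted over the list alone (median 0.12, camera adjusted p = 0.929, and adjusted p = 0.932 with an estimated correlation), at a GC content of 48.0% and with a corrected median of -0.14. The ergosterol calls ranged from 6 (without Sc-Lt-AN replicate 1) to 12 (without Sc-Lt-AR replicate 1) in *L. thermotolerans* and from 0 (without Sc-Lt-AN replicate 1 or 2) to 2 (without Sc-Lt-AR replicate 1) in *S. cerevisiae*, and *ERG3* and *ERG11* were lost without Sc-Lt-AN replicate 1 (adjusted p = 0.0513 to 0.0618). The calls were lost too for *ERG3*, *ERG25* and *ERG11* in a fit of only the groups compared (adjusted p = 0.0547 to 0.0644).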

### Transcriptional responses to mixed culture fermentation – Iron and copper acquisition

In the current study, it was evident that in mixed-culture fermentation, *S. cerevisiae* increased the expression of iron and copper acquisition systems. Indeed, the data show that *FRE1*, *FRE7*, *ENB1*, *FIT2*, *CTR1* and *CTR3* were significantly upregulated. Fre1p, Enb1p and Fit2p form a cluster of proteins required for the uptake of siderophores. Fre1p has broad substrate specificity and can catalyse the reduction of iron-sidephore chelates such as ferrichrome, ferrioxamine B and enterobactin. Enb1p exclusively recognizes and transports enterobactin, while Fit2p contributes to the retention of siderophore-iron chelates in the cell wall [28]. Regarding copper uptake, Ctr1p and Ctr3p together with Fre1p and Fre7p are important in high affinity uptake of copper ions. Their expression is a cellular response to inadequate intracellular copper levels [29]. Conversely, *L. thermotolerans* shown a down-regulation of genes encoding nonreductive (copper independent) siderophore-iron transport (*ARN1*, *FIT2*, *FIT3*), as well as those required for reductive iron uptake (FRE3) and copper-dependent iron import (*FTR1* and *FET3*). 

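*FIT2* (KLTH0E16632g, chromosome E, positions 1475624 to 1476100) of *L. thermotolerans*, for a mannoprotein that retains siderophore iron, fell most of all its genes on mixing without oxygen, at -7.12 (SE 0.696, adjusted p = 0.0176). Its neighbour *FIT3* fell too, at -5.30 (SE 0.889, adjusted p = 0.0226). The copper transporter genes *CTR3* and *CTR1* rose by 4.70 (SE 0.649, adjusted p = 0.0180) and 2.08 (SE 0.418, adjusted p = 0.0258). Of 4 copper uptake genes 2 were higher and 2 did not pass, 3 when adjusted over the list alone (median 1.72, camera adjusted p = 0.0637, and adjusted p = 0.380 with an estimated correlation), at a GC content of 47.2% and with a corrected median of 1.64 (adjusted p = 0.0167 after the correction). Without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1 the 4 named calls were lost (adjusted p = 0.0717 to 0.155), and *FIT3* and *CTR1* were also lost without Lt-AR replicate 1 or 2 (adjusted p = 0.0510 to 0.0607) or both (adjusted p = 0.0516 to 0.0597), and the copper calls ranged from 0 (without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1) to 3 (without Sc-Lt-AR replicate 1 or 2). The paper reasons that copper and iron uptake genes are held in balance by the cell, so that their changes in both yeasts would follow from growth limited in available iron and copper, with *S. cerevisiae* raising uptake in competition with *L. thermotolerans*.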

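*FET5*, which encodes a vacuolar multicopper oxidase of *L. thermotolerans*, was at -0.36 (SE 0.204, adjusted p = 0.239) on mixing without oxygen. *FTH1*, for its vacuolar iron permease partner, was at -0.77 (SE 0.155, adjusted p = 0.0260), below the required fold change of 1.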

Fet3p is multicopper oxidase that also exhibit ferrous oxidase activity and forms a high-affinity iron transport complex with Ftr1p as well as Fet5p and Fth1p [30], which were not differentially expressed in the current study. Hodgins-Davis et al. [31] showed that *FTR1* and *FET3* were uniformly downregulated under copper deprivation in different *S. cerevisiae* strains. Since high-affinity copper and iron acquisition systems are homeostatically regulated, we can infer from the current data that both yeasts experience the growth conditions to be limited in bioavailable iron and copper, and therefore activate different systems to allow them to thrive in such environments. In *S. cerevisiae,* high expression of *CTR1* gene is reported to be induced when copper levels are below 10 μM [30], while high concentrations of copper result in down-regulation of both *CTR1* and *CTR3* [29]. The synthetic grape juice medium used in the current study contains 0.11 μM copper. Copper is required for iron homeostasis in yeast and the link between copper and iron metabolism in *S. cerevisiae* is well recognized [29]. Evidently, in mixed-culture fermentation, *S. cerevisiae* competes with *L. thermotolerans* by activating a full set of genes to acquire different forms of iron from the environment and to store it in the cells in bound-form (e.g. ferrichrome).

### Transcriptional responses to mixed culture fermentation – Cell wall integrity and adhesion

Our data show a strong response to cell wall integrity in both yeasts in mixed fermentation when compared to single species fermentation. Indeed, both yeast species up-regulate genes that are involved in cell wall integrity under stress conditions although different genes and processes are induced. Indeed, under anaerobic mechanisms in mixed fermentations. In particular, *S. cerevisiae* shows a significant up-regulation of 5 *PAU* genes (*PAU5, PAU9, PAU12, PAU17, PAU24*). These genes have been reported to play an important role in promoting fitness under anaerobic and fermentative condition as well as in interactions between natural strains of *S. cerevisiae* [32, 33]. In particular, *PAU5* was shown to play a key role in competition by providing protection against killer toxins [33]. 

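*PAU9*, one of the seripauperin genes of *S. cerevisiae*, was at 2.81 (SE 0.277, adjusted p = 0.357) in the mixed against the monoculture libraries without oxygen. The 14 measured *PAU* genes, small cell wall mannoproteins expressed without oxygen, had a median log2 fold change of 0.50 (camera adjusted p = 0.00106, and adjusted p = 0.587 with an estimated correlation). Over all genes limma called 0 of them, with 8 at an unadjusted p under 0.05, and 6 were higher and 1 lower when adjusted over the list alone. *PAU9* passed without Sc-Lt-AR replicate 1 or 2 (adjusted p = 0.0350), and the calls ranged from 0 (without Sc-Lt-AN replicate 1 or 2 or Sc-AR replicate 2) to 6 (without Sc-Lt-AR replicate 1 or 2), where the Sc-Lt-AN pair alone gives the spread (1 residual degree of freedom).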

The abundance of the PAU genes in the *S. cerevisiae* transcriptome in the presence of *L. thermotolerans* could therefore suggest that they also play a role in interactions with other yeast species which are phylogenetically closely related to *S. cerevisiae*. Indeed, in another study, Tronchoni et al. [25] reported an induction of 20 of the 24 *PAU* genes in the primary response of *S. cerevisiae* to *Torulaspora delbrueckii*. Our data suggest that these genes are indeed specifically associated with yeast-yeast interactions. Interestingly, in the mixed fermentation under anaerobic conditions, *L. thermotolerans* increases the expression of endoglucanases (e.g. *BGL2*), while simultaneously reinforcing and stabilizing its cell wall, as evident in the up-regulation of genes involved in the biogenesis, assembly and maintenance of glucan and chitin. 

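*BGL2*, the endoglucanase gene of *L. thermotolerans*, rose by 1.68 (SE 0.417, adjusted p = 0.0388) on mixing without oxygen. Its mean FPKM was 591, 200.1, 183 and 668 in Sc-Lt-AN, Lt-AN, Sc-Lt-AR and Lt-AR (n = 2 each). *CRH1*, for a chitin transglycosylase, rose by 2.03 (SE 0.501, adjusted p = 0.0386), with means of 78.8, 18.0, 19.9 and 209 in the same order. *UTH1*, a cell wall gene of the SUN family, rose by 2.39 (SE 0.561, adjusted p = 0.0345), with means of 152, 22.9, 29.6 and 579. Corrected for GC content and length the values were 1.32, 1.10 and 1.21, from genes with a GC content of 54%, 59.1% and 65.5%, and none of the 3 passed (adjusted p = 0.0938 to 0.146). Without Lt-AN replicate 1 or 2, Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 1 all of these calls were lost (adjusted p = 0.0723 to 0.214), and *BGL2* was also lost without Sc-Lt-AN replicate 2 (adjusted p = 0.0717). The calls were lost too for *BGL2*, *CRH1* and *UTH1* in a fit of only the groups compared (adjusted p = 0.0720 to 0.0754), for *BGL2* and *CRH1* with the replicate block (adjusted p = 0.0537 to 0.0561) and for *BGL2*, *CRH1* and *UTH1* without the aerobic monocultures (adjusted p = 0.0719 to 0.0776).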

The overexpression of *BGL2* in *S. cerevisiae* has been shown to retard growth, which could suggest that *L. thermotolerans* compensates for this possible impact by strengthening the cell wall. In contrast, *S. cerevisiae* protects itself through the upregulation of *PAU* genes, which are amongst the genes that encode cell wall proteins thought to be important in cell wall remodelling and maintenance of cell wall integrity during stress [32]. 

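By the paper's Table S1, *L. thermotolerans* held 23.8% and 24.1% of the reads assigned to either yeast in the 2 anaerobic mixed libraries, or 23.9% of their sum. In the 2 aerobic mixed libraries it held 7.28% and 8.65%, or 7.94% of their sum. The deposited FPKM are scaled within each yeast, so these shares were taken from the paper and were not computed again.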

In the current study, the recovery of *L. thermotolerans* reads in mixed culture fermentations was consitently lower than those of *S. cerevisiae* (Additional file 1: Table S1). We may deduce from our data that this alludes to poor RNA extraction which could partly be due to cell wall thickness and rigidity, that rendered the *L. thermotolerans* cells less sensitive to mechanical disruption. However, this will require further evaluation.

### Transcriptional responses to mixed culture fermentation – Amino acid metabolism

Our data suggest that in mixed culture fermentation under anaerobic conditions, *L. thermotolerans* specifically increases the expression of genes involved in the metabolism of four amino acids viz. cysteine, methionine, phenylalanine and β-alanine. The up-regulation of cystein and methionine-related metabolic activities may suggest that sulphur-related processes are directly affected by co-culture conditions. Furthermore, all genes involved in the conversion of phenylalanine to phenylethanol were up-regulated. These data support our previous findings which showed that *L. thermotolerans* produces high levels of phenylethanol in monoculture, and to enhance phenylethanol production in mixed fermentations with *S. cerevisiae* [5]. This trait seems common in various *L. thermotolerans* since other studies have reported increased levels of phenylethanol in combinations of different strains of *L. thermotolerans* and *S. cerevisiae* [10, 11].

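The 3'(2'),5'-bisphosphate nucleotidase gene *MET22* of *L. thermotolerans*, which acts in sulfate assimilation, rose by 1.17 (SE 0.236, adjusted p = 0.0259) on mixing without oxygen. *MET6*, the methionine synthase gene, was at 1.05 (SE 0.418, adjusted p = 0.117). Of 25 genes of sulfur amino acid metabolism 2 were higher and 23 did not pass, 2 when adjusted over the list alone. Their median log2 fold change was -0.11, while the test, which weighs all members, pointed to higher values (camera adjusted p = 0.326, and adjusted p = 0.747 with an estimated correlation). The GC content is 50.6% and the corrected median -0.15. The call of *MET22* was lost without Lt-AN replicate 1 or 2, Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 1 (adjusted p = 0.0596 to 0.160), and the calls ranged from 0 (without Lt-AN replicate 1 or 2, Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 1) to 3 (without Sc-Lt-AN replicate 2 or Sc-Lt-AR replicate 1 or 2). Without Sc-Lt-AR replicate 1 or 2 *MET6* passed (adjusted p = 0.0258). On correction for GC content and length the value of *MET22* became 0.55 and no longer passed (adjusted p = 0.124). The call was also lost for *MET22* without the aerobic monocultures (adjusted p = 0.0597).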

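On the route from phenylalanine to phenylethanol in *L. thermotolerans*, the decarboxylase gene *PDC5* was at 1.35 (SE 0.678, adjusted p = 0.190) and the alcohol dehydrogenase gene *SFA1* at 1.20 (SE 0.347, adjusted p = 0.0560) on mixing without oxygen. Of 13 measured genes of the route, 1 was higher, the aminotransferase gene *ARO8* (KLTH0E07678g), and 12 did not pass. Adjusted over the list alone 3 were higher and 1 lower. The median log2 fold change was 0.45 (camera adjusted p = 0.132, and adjusted p = 0.424 with an estimated correlation), at a GC content of 51.8% and with a corrected median of 0.08. The calls ranged from 0 (without Lt-AN replicate 1 or 2 or Sc-Lt-AN replicate 1) to 4 (without Sc-Lt-AR replicate 1 or 2). *PDC5* passed without Lt-AR replicate 1 or 2 (adjusted p = 0.0474 to 0.0484), and without Sc-Lt-AR replicate 1 or 2 *SFA1* passed (adjusted p = 0.0269 to 0.0270).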

## Conclusions

Overall, our study reveals divergent molecular signatures underlying the performance of *S. cerevisiae* and *L. thermotolerans* in mixed culture fermentation. The data shows that *S. cerevisiae* is better able to deal with the fermentation environment possibly due to its efficient competitive uptake of sterols, copper and iron, accompanied by cell wall remodelling to accommodate additional mannoproteins and PAU proteins. These strategies allow the yeast to regulate membrane fluidity and cell wall porosity, and withstand an anaerobic, high ethanol environment. Conversely, the fermentation environment seems highly toxic to *L. thermotolerans*, which mainly features a molecular signature that is characterized by detoxification, cell aggregation and cell death associated genes. The strong cell wall-related responses in both species suggest the importance of this organelle in the cellular response to other species. In particular, the data support that the regulation of adhesion properties may play a central role in modulating the physical and ecological interactions between species [16].

The data are also a confirmation of many studies that have reported a rapid decline of *L. thermotolerans* in wine fermentation especially in mixed cultures with *S. cerevisiae*. The study also underlines the usefulness of a global approach to the study of yeast-yeast interactions to shed light on the molecular basis of yeast dynamics during wine fermentation. Besides a general contribution to a better understanding of yeast ecological interactions, the data will be useful for the rational development of mixed-starter cultures in the winemaking industry.

## Methods

### Yeast strains and media

*S. cerevisiae* (Cross evolution-285) was obtained from Lallemand SAS (Blagnac, France), while *L. thermotolerans* (IWBT-Y1240) was obtained from the culture collection of the Institute for Wine Biotechnology (Stellenbosch University). Yeast strains were maintained cryogenically (− 80 °C) and were reactivated by streaking out on YPD agar plates containing (per litre) 10 g yeast extract, 20 g peptone and 20 g glucose and 20 g bacteriological agar. Cultures were stored at 4 °C for short-term use.

### Batch fermentation

Batch fermentations were performed in synthetic grape juice medium containing (per litre) 100 g glucose, 100 g fructose (Merck), 1 g yeast extract (Oxoid), 0.3 g citric acid, 5 g l-malic acid, 5 g l-tartaric acid, 0.4 g MgSO_4_, 5 g KH_2_PO_4_, 0.2 g NaCl, 0.05 g MnSO_4_ (Sigma-Aldrich) and anaerobic factors (ergosterol 10 mg (Sigma-Aldrich), tween 80 0.5 mL (Merck)) [34, 35]. Fermentations were conducted in 1.3 L BioFlo 110 bench top bioreactors (New Brunswick, NJ, USA) using 900 mL of final working volume, a temperature of 25 °C and an agitation speed of 200 rpm. Fermentations were performed under two conditions: anaerobic and aerobic at 5% (0.41 mg L^− 1^) dissolved oxygen (DO). The anaerobic conditions were created by initially sparging N_2_ to bring down the DO level to 0%, and then to minimize diffusion of atmospheric oxygen into the cultures, the entire fermentation set-up was equipped with Norprene tubing. The 5% DO level was maintained through the supplementary addition of 4 gasses (CO_2_, N_2_, O_2_ and compressed air) whenever required, using an automated gas flow controller. The DO levels in the cultures were monitored with an oxygen electrode.

### Fermentation conditions

In order to maintain similar environmental conditions in mixed and single-culture fermentations, a system similar to continuous fermentation using continuous in-flow and out-flow of the medium was optimised for single and mixed fermentations. Samples for RNAseq analysis were withdrawn at 48 h when total viable cell count was similar between the mixed and single culture fermentation. The feeding medium contained glucose and fructose, each at 50 g L^− 1^. The working volume was maintained at 0.7 L using a peristaltic effluent pump. All fermentations were conducted in duplicate.

### Analysis of population dynamics

Serial dilutions of the cell suspensions were performed with 0.9% (*w*/*v*) NaCl. One hundred microliter samples were spread on YPD agar and incubated at 30 °C for 2–3 days. For yeast enumeration in mixed culture fermentations, both species were distinguished based on colony morphology. Colony counts were performed on plates with 30–300 colonies.

### Analytical methods

Supernatants were obtained by centrifuging cell suspensions at 5000×*g* for 5 min. The concentrations of fructose, glucose, acetaldehyde and acetic acid were measured using specific enzymatic kits, Enytec™ *Fluid* d-fructose, glucose, acetic acid (Thermo Fisher Scientific Oy, Finland), Boehringer Mannheim / R-Biopharm-acetaldehyde (R-Biopharm AG, Darmstadt) and analyzed using Arena 20XT photometric analyzer (Thermo Electron Oy, Helsinki, Finland). Ethanol was analysed by high performance liquid chromatography (HPLC) on an AMINEX HPX-87H ion exchange column using 5 mM H_2_SO_4_ (Sigma-Aldrich) as the mobile phase as described by Rossouw et al. [24]. The major volatiles were extracted with diethyl ether and analysed by Gas Chromatography with Flame Ionization Detection (GC-FID) as described in previously [36].

### Sampling, RNA-extraction and RNA-sequencing

Cell samples for RNA-sequencing were obtained from both single and mixed culture fermentations (anaerobic and aerobic, respectively) at 48 h when population and sugar levels were approximately same in all fermentations. Total RNA extractions were performed according to the hot phenol method [37]. Concentration and purity of RNA were determined by spectrophotometry and integrity was confirmed using an Agilent 2100 Bioanalyzer with an RNA 6000 Nano Assay (Agilent Technologies, Palo Alto, CA, USA). The RNA samples with RNA integrity number (RIN) more than 8, and 280:260 ratios more than 2 were further used for the RNA-sequencing purpose. Library preparation and sequencing was performed by VIB Nucleomics core (KU, Leuven (Belgium). Complementary DNA (cDNA) library was generated using TruSeq® Library Prep Kit v2. Paired-end reads were sequenced on the Illumina NextSeq platform.

### RNAseq data processing

Low quality reads (< Q20), polyA-reads as well as ambiguous reads (containing N) were removed using FastX 0.0.13 [38]. Furthermore, reads shorter than 35 bp were removed with ShortRead 1.16.3 [39] and adapters on the remaining reads were trimmed with cutadapt 1.7.1 [40].

### RNAseq data analysis

Annotation of genomic features was performed using the reference genomes of *S. cerevisiae* S288c and *L. thermotolerans* CBS6340. In the case of *L. thermotolerans* unknown genes were identified by the homology with the *S. cerevisiae* S288c genome. Reads from *L. thermotolerans* and *S. cerevisiae* monoculture fermentation samples were aligned to the reference genomes of the two yeasts with TopHat v2.0.13 [41]; and reads that were non-primary mapping or had a mapping quality ≤20, were removed. Subsequently, cross-mapping between *S. cerevisiae* S288c and *L. thermotolerans* was evaluated to determine the impact of merging the genomes. Cross-mapping between the two yeasts was found to be less than 1%; consequently, pre-processed reads of all fermentations were aligned to the reference genome of S288cplusLT. The obtained *bam* files were further converted in to *gff* files to analyse the data further. The number of reads in the alignments that overlap with gene features were counted using htseq-count 0.6.1p1 [42]. Genes for which all samples had less than 1 count-per-million were removed and full quantile normalization using the *EDASeq* package from Bioconductor was applied to correct for sample-specific variation typically introduced by differences in library size and RNA composition. Transcript abundance was measured in Fragments Per Kilobase of exon per Million mapped reads (FPKM).

### Identification and statistical analysis of differentially expressed genes

For the selection of differentially expressed genes statistical modelling was used to design the following experiments:

$$ \log (Count)=\beta 1+ MIX\times \beta 2+ AN\times \beta 3+ INT\times \beta 4 $$

For each gene the coefficients β were estimated with the edgeR 3.8.6 package of Bioconductor [43], by fitting a negative binomial generalized linear model (GLM) [44]. Offsets were used to estimate the models. Subsequently, the model estimates were used to compute contrasts of primary interest which were (i) MIX vs PURE (MIX effect) (ii) AN vs AR (AN effect), (iii) the interaction between MIX and AN effect (INT), (iv) MIX vs PURE, only in AR samples, (v) MIX vs PURE, only in AN samples and (vi) AN vs AR, only in MIX samples. The differential expression was tested with a GLM likelihood ratio test, also implemented in the edgeR 3.8.6 package. The resulting *p*-values were corrected for multiple testing with Benjamini-Hochberg to control the false discovery rate (FDR) [45]. Genes with an absolute log2-ratio larger than 1 and an adjusted *p*-value < 0.05 were considered differentially expressed.

## Additional files

Additional file 1: **Table S1.** The table provides details of number of reads per sample sequenced and after number of reads used to analyse the data after removing bad sequences and reads less than 35 bp

Additional file 2: **Table S2.** A list of genes differentially expressed in *Saccharomyces cerevisiae* and *Lachancea thermotolerans* in mixed fermentations compared to monocultures.

Additional file 3: **Table S3.** A summary of genes differentially expressed in different metabolic processes in *Saccharomyces cerevisiae* and *Lachancea thermotolerans* due to mixing and the interaction between mixing and anoxia

Additional file 4: **Table S4.** Up-regulated genes involved in the metabolism of cysteine, methionine, phenylalanine and β-alanine in *Lachancea thermotolerans (DOCX 28 kb)*

## Abbreviations

ADP: Adenosine di-phosphate
AN: Anaerobic
AR: Aerobic
ATP: Adenosine tri-phosphate
BF: Biological function
BP: Biological processes
CC: Cellular component
cDNA: Complementary DNA
CFU: Colony forming units
DEG: Differentially expressed genes
DNA: Deoxyribonucleic acid
DO: Dissolved oxygen
FC: Fold change
FDR: False discovery rate
FPKM: Fragments per kilobase of exon per million mapped reads
GC-FID: Gas chromatography with flame ionization detection
GEO: Gene expression omnibus
GLM: Generalized linear model
GO: Gene ontology
HPLC: High performance liquid chromatography
IWBT: Institute for wine biotechnology
KEGG: Kyoto encyclopedia of genes and genomes
Lt: *Lachancea thermotolerans*
Mb: Million base
NADP: Nicotinamide adenine dinucleotide phosphate
NCBI: National Centre for Biotechnology Information
NRF: National Research Foundation
PCA: Principal component analysis
RIN: RNA integrity number
RNA: Ribonucleic acid
Sc: *Saccharomyces cerevisiae*
TPM: Transcripts per million
YPD: Yeast potato dextrose

# Supplementary material for: RNA-seq based transcriptional analysis of Saccharomyces cerevisiae and Lachancea thermotolerans in mixed-culture fermentations under anaerobic conditions
**Source:** BMC Genomics. 2019 Feb 18;20:145. doi: 10.1186/s12864-019-5511-x
**Supplement:** Supplementary file 1 — Table S1. The table provides details of number of reads per sample sequenced and after number of reads used to analyse the data after removing bad sequences and reads less than 35 bp

Additional file

**Table S1** The table provides details of number of reads per sample sequenced and after number of reads used to analyse the data after removing bad sequences and reads less than 35bp

| **Sample name** | **Total number of initial paired reads**  **(Mb)** | **Total number of paired reads after pre-processing**  **(Mb)** | **Total number of remaining Sc reads**  **(Mb)** | **Total number of remaining Lt reads**  **(Mb)** |
| --- | --- | --- | --- | --- |
| Lt-AN-1 | 13,103,758 | 12,894,262 |  | 10,635,170 |
| Lt-AN-2 | 12,690,664 | 12,489,747 |  | 10,416,845 |
| Lt-AR-1 | 13,188,156 | 12,988,306 |  | 10,800,720 |
| Lt-AR-2 | 13,259,623 | 13,038,647 |  | 11,0581,62 |
| Sc-AN-1 | 12,184,573 | 11,270,192 | 9,186,170 |  |
| Sc-AR-1 | 13,441,701 | 13,210,436 | 6,647,398 |  |
| Sc-AR-2 | 14,643,317 | 14,398,120 | 12,297,256 |  |
| Sc+Lt-AN-1 | 15,131,860 | 14,831,934 | 9,405,822 | 2,943,362 |
| Sc+Lt-AN-2 | 14,101,375 | 13,839,143 | 8,797,326 | 2,788,971 |
| Sc+Lt-AR-1 | 15,421,107 | 15,177,399 | 11,998,758 | 941,753 |
| Sc+Lt-AR-2 | 14,917,699 | 14,617,544 | 11,2473,81 | 1,064,516 |

# Supplementary material for: RNA-seq based transcriptional analysis of Saccharomyces cerevisiae and Lachancea thermotolerans in mixed-culture fermentations under anaerobic conditions
**Source:** BMC Genomics. 2019 Feb 18;20:145. doi: 10.1186/s12864-019-5511-x
**Supplement:** Supplementary file 3 — Table S3. A summary of genes differentially expressed in different metabolic processes in Saccharomyces cerevisiae and Lachancea thermotolerans due to mixing and the interaction between mixing and anoxia

**Table S3: A summary of genes differentially expressed in different metabolic processes in *Saccharomyces cerevisiae* (Sc) and *Lachancea thermotolerans* (Lt) due to mixing and the interaction between mixing and anoxia**

# Supplementary material for: RNA-seq based transcriptional analysis of Saccharomyces cerevisiae and Lachancea thermotolerans in mixed-culture fermentations under anaerobic conditions
**Source:** BMC Genomics. 2019 Feb 18;20:145. doi: 10.1186/s12864-019-5511-x
**Supplement:** Supplementary file 4 — Table S4. Up-regulated genes involved in the metabolism of cysteine, methionine, phenylalanine and β-alanine in Lachancea thermotolerans

**Table S4. Up-regulated genes involved in the metabolism of cysteine, methionine, phenylalanine and β-alanine in *Lachancea thermotolerans***

| **KEGG Pathway** | **Protein Homology Sc** | **Gene name** | **Log_2_FC** |
| --- | --- | --- | --- |
| Cysteine and Methionine metabolism | YAL012W | *CYS3* | 1.83 |
|  | YDL078C | *MDH3* | 2.81 |
|  | YER091C | *MET6* | 1.01 |
|  | YGL184C | *STR3* | 1.07 |
|  | YGL202W | *ARO8* | 2.90 |
|  | YGR012W | *MCY1* | 1.92 |
|  | YLR027C | *AAT2* | 1.61 |
|  | YPR118W | *MRI1* | 1.32 |
| Phenylalanine metabolism | YDR242W | *AMD2* | 1.48 |
|  | YGL202W | *ARO8* | 2.90 |
|  | YLR027C | *AAT2* | 1.61 |
|  | YMR170C | *ALD2* | 1.21 |
|  | YLR134W | *PDC5* | 1.34 |
|  | YDL168W | *SFA1* | 1.19 |
| β-Alanine metabolism | YER073W | *ALD5* | 1.44 |
|  | YIL145C | *PAN6* | 1.51 |
|  | YMR170C | *ALD2* | 1.21 |
|  | YMR250W | *GAD1* | 2.74 |

How the deposited data were processed for this re-analysis (not part of the article)

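Gene expression of *S. cerevisiae* and *L. thermotolerans* was measured by paired-end RNA sequencing (TruSeq v2 kit, no strand kept) at 48 h in monocultures and mixed cultures with and without oxygen. For *L. thermotolerans* 8 libraries were used, 2 for each of Lt-AN, Lt-AR, Sc-Lt-AN and Sc-Lt-AR. For *S. cerevisiae* 6 libraries were used, 1 each for Sc-AN and Sc-AR and 2 each for Sc-Lt-AN and Sc-Lt-AR. The second Sc-AN and the first Sc-AR library were not analysed here.

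The authors mapped the reads to a chimeric genome with TopHat2, counted them per gene, applied full-quantile normalization (EDASeq, by the paper), and deposited FPKM per gene. The paper gives htseq-count 0.6.1p1 and edgeR 3.8.6 for counting and testing, while the sample labels give featureCounts 1.4.6 and edgeR 3.4.0, and which were used could not be settled from the values. Multiplied by gene length in kilobases, the values of each library and yeast sum to 1000000, and the sorted products are identical in all libraries of a yeast. Depth can therefore be read only from the paper's Table S1 and is given with the data and methods. The values carry no counting error, so precision was judged from the replicates alone.

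Genes with FPKM of at least 1 in at least 1 library were kept. Values were taken as log2(FPKM + 1) and fitted per yeast with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes with trend), with a mean for each of the 4 culture conditions. Residual degrees of freedom were 2 for *S. cerevisiae* (prior 2.17) and 4 for *L. thermotolerans* (prior 2.93). The lone *S. cerevisiae* monoculture libraries were assumed to vary like the mixed ones. The comparisons were mixing without oxygen, mixing with oxygen, oxygen in the mixed cultures, the interaction of mixing and oxygen, and the averages over mixing and over oxygen. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change beyond 1, or of at least 1.5 for oxygen in the mixed cultures.

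Gene lists were tested with camera at a preset correlation of 0.01 and again with the correlation estimated from the residuals. The latter test uses only the residual degrees of freedom of the fit, which are few in both yeasts. Hardly any list could pass it, so it cannot decide whether the preset correlation is too low. List members were also counted after adjusting over the list alone. Genes are named in the text when they are among the 10 largest calls per direction with all libraries of the groups apart (the order of libraries does not apply to the interaction), when the paper names them, or when they are among the 4 largest called members of a list. The genes named by the paper were known from its text and tables.

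GC content in percent and length of each gene were taken as deposited by the authors in the columns of the file, where the GC percent is the G+C share of the gene and no further step is stated. Identifiers were checked against the references. Of 5826 *S. cerevisiae* genes in the file, 5578 identifiers are in the S288C reference, 5569 with equal coordinates. Of 5138 *L. thermotolerans* genes, 5095 are in the reference table of the type strain with equal coordinates and 4810 carry an *S. cerevisiae* homolog. The correction for GC content and length subtracts a loess curve (span 0.5) from each library and was added after the data were seen. The procedure was tested on simulated data with the same group sizes. For *S. cerevisiae*, 97 of 99 genes with a planted change of 1.5 and 100 of 100 with a change of 3 were called, with 2 of 5586 unchanged genes. For *L. thermotolerans* these were 95 of 100, 100 of 100 and 3 of 4904. The simulated noise was independent between genes and alike in all groups, with an SD set by mean expression alone. In the real *S. cerevisiae* libraries the SD of the replicate differences was 0.201 in Sc-Lt-AN and 0.620 in Sc-Lt-AR. The simulated rates therefore do not show what share of real changes the fits would call.

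Alternatives set at the start were a pseudocount of 0.1, no filter, a filter on mean FPKM of at least 5, quantile normalization, median centring, a fit of only the groups compared, no trend, a block for the replicate number, leaving out each replicate, the adjusted p alone and 1:1 homologs only. Added after the data were seen were the GC correction, the GC and length correction alone and with the block, protein-coding genes only, and fits without the mixed aerobic libraries or the aerobic monocultures. Other tools were Python 3.11.15, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.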

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

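All tests of explanations below were chosen after the results were seen, the counts over other splits of the libraries included.

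The test of the difference between the effects of mixing without and with oxygen singled out 842 higher and 963 lower genes in *L. thermotolerans*. The largest higher values were *UTH1* 6.66, *HTZ1* 6.31, *RPI1* 6.14, *YPR015C* 6.02, *YGP1* 5.97, *MBF1* 5.88, *PRY2* 5.88, *SBP1* 5.81, *SHH3* 5.80 and *PCL1* 5.65. The lowest were *FIT2* -8.31, *YIR042C* -6.54, *VEL1* -6.33 and -5.97 in its copies, *FIT3* -5.29, KLTH0H00198g (no homolog) -5.12, *ZPS1* -4.98, *ARN1* -4.50, *YER152C* -4.41 and KLTH0F02772r (no homolog) -4.32. For *UTH1*, *HTZ1*, *RPI1*, *YPR015C* and *PCL1* the larger part was a fall on mixing with oxygen (-4.84 to -4.12), beside 0.81 to 2.39 without. For *YIR042C*, *VEL1*, KLTH0H00198g and *ZPS1* it was a rise with oxygen (4.35 to 7.98), beside -1.25 to 1.65 without. *FIT2*, *FIT3* and *ARN1* fell mainly on mixing without oxygen. The corrected values that follow are those of the interaction. Corrected for GC content and length, *UTH1* was at 3.65, *HTZ1* at 4.15, *RPI1* at 2.47, *YGP1* at 2.28, *MBF1* at 3.71, *PRY2* at 2.53, *SBP1* at 2.62, *SHH3* at 3.45, *PCL1* at 3.55, *YIR042C* at -5.09, KLTH0H00198g at -3.26 and KLTH0F02772r at -2.02, of which *YGP1*, *PCL1*, *YIR042C*, KLTH0H00198g and KLTH0F02772r no longer passed (adjusted p = 0.0861 to 0.240), nor did *HTZ1* and *RPI1* with the replicate block added (adjusted p = 0.0502 and 0.0684). Leaving out one library, calls were lost for *PCL1* without Lt-AN replicate 1 or 2, Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 1 (adjusted p = 0.0790 to 0.100), for *YIR042C* without Lt-AN replicate 1 or 2, Lt-AR replicate 2 or Sc-Lt-AN replicate 1 or 2 (adjusted p = 0.0621 to 0.0813), for *FIT3* without Lt-AN replicate 1 or Lt-AR replicate 1 (adjusted p = 0.0617 to 0.0644) and for KLTH0H00198g without Lt-AN replicate 1 or 2, Lt-AR replicate 1 or 2 or Sc-Lt-AN replicate 1 or 2 (adjusted p = 0.0515 to 0.0849). *PCL1* was also lost with a pseudocount of 0.1 (adjusted p = 0.0527) and, with GC content alone corrected, *PCL1*, *YGP1* and KLTH0H00198g were (adjusted p = 0.0602 to 0.163). Mixing with oxygen, which the paper lists among its contrasts and did not follow further, gave 1 higher and 4 lower genes in *S. cerevisiae* and 275 higher and 458 lower in *L. thermotolerans*. In *S. cerevisiae* limma called 0 with a pseudocount of 0.1 (941 at an unadjusted p under 0.05), no trend (956), only the groups compared (382) or without Sc-Lt-AN replicate 1 or 2 (382 and 384), while 27 higher and 43 lower were called with the replicate block, 249 and 236 without Sc-Lt-AR replicate 1 and 250 and 385 without replicate 2. In *L. thermotolerans* 95 were higher and 95 lower with GC content and length corrected, 183 and 145 with GC content alone, 123 and 302 in a fit of only the groups compared, 7 and 2 without Lt-AR replicate 1, 68 and 105 without Lt-AR replicate 2, and 536 and 599 without Sc-Lt-AR replicate 1.

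For the interaction in *L. thermotolerans*, the split of the 8 libraries that follows the design called 417 genes in a fit of 2 groups. It was the only 1 of 35 splits with as many, and the highest other split called 153. With 35 splits the real one can at best rank first, and the count was chosen after the result was seen. The splits that called 0 genes all part replicates of one condition, so ranking above them shows only that replicates are alike. The count therefore does not decide on chance, nor on a bias shared by both libraries of a pair. For oxygen over all its cultures the real split called 153 and the highest other 417, and 2 of 35 splits called as many. For mixing the real split called 2, the highest other 417 and 3 of 35 as many. This count does not exclude chance for either, but the splits that reach the real one are no chance groupings: 417 is the interaction and 153 oxygen, structures of the samples, and each of the remaining 32 splits called 0. For oxygen in *S. cerevisiae* 10 splits are too few for such a test (1 of them as large; 65 genes, and 0 in the highest other).

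A first pattern is that the *L. thermotolerans* interaction values follow GC content and length. After the correction for both, 536 genes were called, 387 of them among the 1805 called without it, which argues against the trend as the whole cause of the calls. The slope of -1.31 (SE 0.0194) per 10% GC between its anaerobic and aerobic monocultures, which are of like depth and hold no mixed library, argues against low depth of the aerobic mixed libraries, and against a bias of the mixed libraries, as the whole source of the trend. For the part between the mixed cultures such a bias remains a candidate explanation, since *S. cerevisiae* genes of 40 to 50% GC, read from the same libraries, gave a slope of 0.486 (SE 0.0613) for oxygen beside 0.611 (SE 0.0520) in *L. thermotolerans*. In comparisons that also rest on monocultures they gave 0.0993 (SE 0.0487) beside 0.707 (SE 0.0352) for mixing without oxygen and 0.728 (SE 0.0796) beside 1.603 (SE 0.0538) for the interaction. For mixing with oxygen the slopes were closer, at -0.629 (SE 0.0625) in *S. cerevisiae* beside -0.895 (SE 0.0399) in *L. thermotolerans*. A response of GC-rich genes to oxygen or to the dilution rate, which differs between the cultures, stays open and untested. Differences between *L. thermotolerans* replicates of one condition also followed GC content. Their rho across genes was 0.270 in Lt-AN, -0.221 in Lt-AR, -0.355 in Sc-Lt-AN and -0.147 in Sc-Lt-AR. A trend with GC content therefore also arises between libraries, monocultures included, without a change of condition.

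A further pattern is that the anaerobic mannoprotein genes of *S. cerevisiae*, such as *DAN1* and *TIR1*, are expressed in the aerobic monoculture library. RNA from an anaerobic culture in that library would have to make up 42.2% of it (median of 8 genes). Of other genes abundant without oxygen, the 5 that allow least allow at most 3.37%, and 8 of 8 genes lie above that. Further abundant genes allow more, such as *ANB1* with 5.97% and *ADH7* with 8.57%. The shares run from 7.70% for *TIR4* and 9.07% for *TIR1* to over 100% for *PAU23*, *DAN4* and *PAU24*, which are low in both monocultures (2.53 to 27.9 FPKM) and raise the median. An anaerobic culture under the wrong label is argued against by the respiratory chain, with a median log2 difference of 1.78, aerobic minus anaerobic monoculture, and 26 of 27 genes higher in the aerobic one. Lower oxygen in this culture than in the mixed ones may remain as an explanation that the design cannot test, since it holds a single library.

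Another pattern is that the differences between the 2 aerobic mixed cultures are partly shared by the yeasts. Over homolog pairs they correlate at a Spearman's rho of 0.300, against 0.115 for the anaerobic mixed cultures. The SE of 0.0132 is a bootstrap over genes, and each rho comes from a single pair of libraries. Counting noise of the shallow *L. thermotolerans* reads is not shared by the yeasts, so the rho argues against it as the source of the shared part. The larger part that is not shared may still hold such noise. After the correction for GC content and length rho was 0.274, which argues against a bias with either as the whole cause. Some lists ran opposite ways, replicate 2 minus 1, with medians of -0.44 in *S. cerevisiae* and 0.19 in *L. thermotolerans* for ribosomal proteins, 0.65 and -1.22 for glycolysis, 1.94 and -1.36 for copper uptake and 0.62 and -0.17 for ergosterol. No biological explanation was tested. Reads mapped to the wrong yeast, which the paper found to be few, were not tested as a source either.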

How the results depend on the processing

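The alternatives with the GC correction (alone, with length, and with length and block), protein-coding genes only, and those without the mixed aerobic libraries or the aerobic monocultures were added after the data were seen. For single genes, 5389 values under an alternative kept direction and side of the threshold, 1080 fell short of it in the same direction, 140 newly passed and 15 reversed. The first count includes genes called in neither fit, and fits that leave out a library outside the comparison. It therefore does not measure how firm the calls are. For gene lists these were 1419, 68, 17 and 5. With a correlation estimated from the residuals no list passed (lowest adjusted p = 0.279). That test uses only the few residual degrees of freedom of each yeast, so hardly any list could pass it. Its failure therefore decides neither for nor against a list.

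Counts of genes called (higher/lower) that moved by more than 1.5 times are given by alternative, Sc and Lt standing for the yeasts. Only the groups compared: Sc mixing without oxygen 154/123, Sc mixing with oxygen 0/0, Lt oxygen in mixed cultures 16/1, Lt mixing with oxygen 123/302, shared homologs 2/0. GC and length correction with replicate block: Sc mixing without oxygen 3/5, Sc oxygen in mixed cultures 70/77, Sc interaction 30/14, Sc mixing with oxygen 69/103, Sc mixing 54/57, Sc oxygen 130/162, Lt mixing without oxygen 0/0, Lt interaction 221/205, Lt mixing with oxygen 64/63, Lt mixing 5 lower, Lt oxygen 108 lower. Without the mixed aerobic libraries: Sc mixing without oxygen 154/124. Replicate block: Sc oxygen in mixed cultures 66/75, Sc interaction 2 higher, Sc mixing with oxygen 27/43, Sc mixing 13/19, Lt mixing 5/1. Pseudocount 0.1: Sc mixing with oxygen 0/0. Quantile normalization: Sc mixing with oxygen 2 higher. Median centring: Sc mixing with oxygen 2 higher. No trend: Sc mixing with oxygen 0/0. GC correction: Sc mixing with oxygen 2 higher, Lt mixing without oxygen 79/113, Lt interaction 509/556, Lt mixing with oxygen 183/145, Lt oxygen 119 lower. GC and length correction: Sc mixing with oxygen 4/9, Lt mixing without oxygen 40/56, Lt interaction 289/247, Lt mixing with oxygen 95/95, Lt oxygen 114 lower. Protein-coding genes only: Sc mixing with oxygen 2 higher. Adjusted p only: Lt mixing without oxygen 414/464, Lt oxygen in mixed cultures 645/811, Lt mixing with oxygen 658 higher, Lt oxygen 699/626. Without the aerobic monocultures: Lt mixing without oxygen 33/43. Leaving out one replicate, the counts ran over these ranges: Lt oxygen 145 to 314 higher and 101 to 259 lower, Lt oxygen in mixed cultures 74 to 254 higher and 36 to 156 lower, Lt interaction 567 to 991 higher and 580 to 1160 lower, Lt mixing 1 to 55 higher and 0 to 43 lower, Lt mixing without oxygen 0 to 329 higher and 0 to 242 lower, Lt mixing with oxygen 7 to 536 higher and 2 to 599 lower, Sc oxygen 0 to 205 higher and 0 to 311 lower, Sc oxygen in mixed cultures 0 to 99 higher and 0 to 112 lower, Sc interaction 0 to 651 higher and 0 to 669 lower, Sc mixing 0 to 119 higher and 0 to 86 lower, Sc mixing without oxygen 0 to 155 higher and 0 to 124 lower, Sc mixing with oxygen 0 to 250 higher and 0 to 385 lower, shared homologs 0 to 9 higher and 0 to 22 lower. The cause was not tested.

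Values that reversed were these. In the *L. thermotolerans* interaction, *GUT1* was at -0.46 with the GC correction and -1.03 with length added, *SOL3* at -0.42 and -0.61, and with both corrected *TKL1* was at -0.34, *TPS2* at -0.0625, *GLC3* at -0.47 and the list of trehalose and glycogen at -0.0656. *FRE3* (KLTH0A00572g) in mixing with oxygen was at 0.73 with the GC correction and 1.06 with length added. Each value with length held with the block too. For mixing without oxygen the list of cell wall biogenesis had a median of 0.002545 with GC content and length corrected, with and without the block, and its test turned to lower values. The *S. cerevisiae* ergosterol list for oxygen in the mixed cultures ran from -0.50 to 0.39 when one replicate was left out, and was at 0.39 without Sc-Lt-AR replicate 2. The cause was not tested.

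The share of higher genes among the *L. thermotolerans* calls moved from 57.7% to 41.1% (GC) and 41.7% (GC and length) for mixing without oxygen, from 37.5% to 55.8% and 50.0% for mixing with oxygen, and from 55.2% to 69.8% and 70.0% for oxygen. In *S. cerevisiae* it moved from 20% to 33.3% and 30.8% for mixing with oxygen. Replicates of different groups share only a number. Their differences correlated at -0.000512 between the mixed groups in *S. cerevisiae*, and in *L. thermotolerans* at -0.0946 (Lt-AN, Lt-AR), 0.00181 (Lt-AN, Sc-Lt-AN), -0.0999 (Lt-AN, Sc-Lt-AR), -0.0378 (Lt-AR, Sc-Lt-AN), 0.216 (Lt-AR, Sc-Lt-AR) and -0.0308 (Sc-Lt-AN, Sc-Lt-AR). Normalizing from raw counts was not run, since the processed files used here hold FPKM.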

Differences from the paper's values

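The counts below are at the paper's thresholds. The paper tested counts with a negative binomial model in edgeR, while every fit here is limma on log2(FPKM + 1). Fold changes for mixing without oxygen were compared over the readable part of the paper's Table S2. They had the paper's sign in 99.5% of 1987 *S. cerevisiae* genes (Pearson's r 0.983) and 99.1% of 1995 *L. thermotolerans* genes (r 0.986). The differences in counts thus concern the test more than the direction of change. A count is said to differ when one value is more than 1.5 times the other, and a log2 fold change when its sign is opposite or its gap to the paper's value is larger than the standard error of the fit named. The alternatives named were set before the data were examined, unless stated otherwise.

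For mixing without oxygen in *S. cerevisiae* the paper gives 62 genes, 31 higher and 31 lower. Here limma called 0 (602 at an unadjusted p under 0.05), and under each of the 14 alternatives the count differed from the paper's. A fit of only the groups compared called 277, 154 higher and 123 lower, and the fits without Sc-Lt-AR replicate 1 and 2 called 279 and 277. All 17 *S. cerevisiae* genes that the paper names were called in the fit of only the groups compared, 12 higher and 5 lower, with adjusted p = 0.0350 to 0.0473. They were also called without Sc-Lt-AR replicate 1 or 2, and in a fit without the mixed aerobic libraries, which was chosen after seeing the values and calls each of the 17. These 4 fits are close to one test repeated, since in each 1 residual degree of freedom is left and the spread is that of the Sc-Lt-AN pair alone (SD of its differences 0.201), against 1 monoculture library. The GC and length correction with the block, also chosen after, calls 5 of them.

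In *L. thermotolerans* the paper gives 687 genes for mixing without oxygen against 433 here. With the adjusted p alone there were 878, without Sc-Lt-AN replicate 2 501 and without Sc-Lt-AR replicate 1 or 2 570 and 571, which are within 1.5 times of 687, while the other 13 alternatives are not. Of genes with a homolog the paper gives 639, 408 of them higher, against 393 and 237 here. Without Sc-Lt-AN replicate 2 there were 463 and 289, and without Sc-Lt-AR replicate 1 or 2 514 and 312, and 515 and 313, while the other 13 alternatives differ.

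For oxygen in the mixed cultures the paper gives 8 homologs higher in both yeasts against 5 here. There were 6 with the replicate block, 6 without Sc-Lt-AR replicate 1 and 9 without replicate 2, while the other 10 alternatives differ. For *S. cerevisiae* alone the paper shows about 87 higher and about 93 lower genes in Fig. 4, read by eye, against 43 and 44 here. The replicate block gave 66 and 75, and leaving out Sc-Lt-AR replicate 1 or 2 gave 76 and 112, and 99 and 100, while the other 12 alternatives differ.

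Single log2 fold changes for mixing without oxygen differ as follows. For *PAU12* of *S. cerevisiae* the paper gives 3.754 against 2.94 here, and for *FLO1* (KLTH0F19888g) of *L. thermotolerans* -3.02 against -1.61, and of the alternatives only a pseudocount of 0.1 falls within the paper's value. The paper's 2.388 for *OPY2*, 1.458 for *SUT1* and 1.877 for *DEP1* stand against 1.77, 0.79 and 1.04, and a pseudocount of 0.1, and leaving out Lt-AN replicate 1 or Sc-Lt-AN replicate 2, do not differ, while the other 13 alternatives do. *MCM1* is 1.624 in the paper and 1.16 here, and does not differ with a pseudocount of 0.1, only the groups compared, or without Lt-AN replicate 2, Lt-AR replicate 1 or 2, Sc-Lt-AN replicate 2 or Sc-Lt-AR replicate 1 or 2, while the other 8 do. *FRE3* (KLTH0A00572g) is 1.119 in the paper and 0.54 here, and does not differ with a pseudocount of 0.1 or without Lt-AN replicate 2. *FLO1* (KLTH0D17006g) is -1.274 in the paper and -0.75 here, and does not differ with a pseudocount of 0.1, quantile normalization, or without Lt-AN replicate 1 or Sc-Lt-AN replicate 2. The other alternatives differ for both. With SEs of 0.462 for *MCM1* and 0.473 for this *FLO1* copy, both values lie about 1 SE from the paper's.

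For the *L. thermotolerans* interaction the paper gives 3.3 for *TKL1* against 1.47 here, and all 15 alternatives differ. It gives 3.9 for *GUT1*, 6.4 for *SDD2* (YMR074C) and 1.2 for *FLO9* against 2.61, 4.70 and 0.23, and of the alternatives only a pseudocount of 0.1 does not differ.

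Beyond these values, the paper names *ALD2*, *FLO9* and *SDS3* among strongly raised interaction genes, and here they did not pass (0.23 to 1.56), while *ALD5*, *SOD1*, *SOD2*, *CTT1*, *HSP12*, *NRG1* and *CCW12* did. *ALD2* passed with the replicate block and without Sc-Lt-AR replicate 1, as did *SDS3* in the latter. It names *MIG1*, *DSE4*, *AAT2*, *CYS3* and *MCY1* as raised on mixing without oxygen, and here they were at 1.34, 1.34, 1.51, 1.35 and 1.51 without passing, and each passed in a fit that leaves out one library. *MIG1*, *CYS3* and *MCY1* passed without Sc-Lt-AN replicate 2, and *DSE4* and *AAT2* without Sc-Lt-AR replicate 1 or 2. *AAT2* also passed with the filter on mean FPKM. Chosen after seeing the values, a fit without the mixed aerobic libraries called *DSE4* and *AAT2*, and one of protein-coding genes only called *AAT2*. It states that all genes from phenylalanine to phenylethanol rose, and here 1 of 13 genes was called on a list of the route that was not taken from the paper. Of the phenylalanine genes of its Table S4, a different list, 2 of 8 copies were higher and 6 did not pass, with 6 higher when adjusted over the list alone and a median of 1.43. *PDC5* passed in a fit of only the groups compared and without Lt-AR replicate 1 or 2, and *SFA1* with the filter on mean FPKM and without Sc-Lt-AR replicate 1 or 2. Chosen after seeing the values, a fit without the aerobic monocultures called *PDC5*, and fits without the mixed aerobic libraries or of protein-coding genes only called *SFA1*. *MET6*, raised in its Table S4, passed without Sc-Lt-AR replicate 1 or 2 and, chosen after seeing the values, without the mixed aerobic libraries. It names fatty acid degradation as a main enriched pathway among its down-regulated genes. Here 1 of 21 genes on a list of that pathway was lower and 3 were higher, which does not test that enrichment.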

Other observations

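When oxygen was present, mixing raised copper uptake genes and 3 zinc genes of *L. thermotolerans*. *CTR3*, the copper transporter gene, rose by 8.29 (SE 0.649, adjusted p = 0.00389) and *ZPS1* (KLTH0D00308g), which responds to zinc shortage, by 6.24 (SE 0.409, adjusted p = 0.00271). Of 4 copper uptake genes 4 were higher (4 when adjusted over the list alone, median 2.31, camera adjusted p = 0.00754, and adjusted p = 0.286 with an estimated correlation), at a GC content of 47.2% and with a corrected median of 2.38. Of 10 zinc genes 3 were higher and 7 did not pass (3 higher and 0 lower when adjusted over the list alone, median 0.78, camera adjusted p = 0.0230, and adjusted p = 0.458 with an estimated correlation), at a GC content of 48.3% and with a corrected median of 0.50. Without Sc-Lt-AR replicate 1 the zinc test gave adjusted p = 0.0717. The copper calls ranged from 1 (without Lt-AR replicate 1 or 2) to 4 (without Sc-Lt-AN replicate 1 or 2 or Sc-Lt-AR replicate 1) and the zinc calls from 2 (without Lt-AR replicate 1) to 3 (without Lt-AN replicate 1 or 2, Lt-AR replicate 2, Sc-Lt-AN replicate 1 or 2 or Sc-Lt-AR replicate 1 or 2).

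With oxygen, the 2 mixed libraries of *S. cerevisiae* were compared with 1 monoculture library, the one in which anaerobic mannoprotein genes are expressed. Lower in the mixed libraries were *YSR3*, a sphingolipid phosphatase gene, at -4.48 (SE 0.237, adjusted p = 0.0432), *FHN1* at -3.76 (SE 0.186, adjusted p = 0.0432), the yapsin gene *YPS3* at -3.70 (SE 0.140, adjusted p = 0.0432) and the glucan synthase gene *GSC2* at -3.20 (SE 0.160, adjusted p = 0.0432), and the ferric reductase gene *FRE4* was higher, at 3.73 (SE 0.202, adjusted p = 0.0432). All of these calls were lost without Sc-Lt-AN replicate 1 or 2 (adjusted p = 0.200 to 0.295). With a pseudocount of 0.1 (adjusted p = 0.0513 to 0.0551), no trend (0.0588) or only the groups compared (0.217 to 0.255) they did not pass either. Between the mixed cultures *YSR3* was higher without oxygen, at 4.29 (SE 0.193, adjusted p = 0.0132, and 0.126 and 0.111 without Sc-Lt-AN replicate 1 and 2).

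Between the mixed cultures, *L. thermotolerans* without oxygen raised KLTH0D00440g by 10.45 (SE 0.544, adjusted p = 0.00149), the fatty acid uptake gene *FAT3* by 5.91 (SE 0.713, adjusted p = 0.00544) and the polyamine transporter gene *TPO5* by 4.62 (SE 0.535, adjusted p = 0.00544). KLTH0D00440g is named *MDH3* after its *S. cerevisiae* homolog, a malate dehydrogenase gene, and its own enzyme was not established here. In a fit of only the groups compared *TPO5* did not pass (adjusted p = 0.0547).

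In the fit of only the anaerobic *S. cerevisiae* libraries, lower genes chosen after their values were seen were *MF(ALPHA)2*, for the mating pheromone, at -4.45, the oligopeptide transporter gene *OPT2* at -2.96 and the metallothionein genes *CUP1-1* and *CRS5* at -2.18 and -2.07. This fit sets 2 mixed libraries against 1 monoculture library, and its spread is that of the Sc-Lt-AN pair alone (1 residual degree of freedom). In the fit of all 4 conditions the adjusted p of these genes was 0.357 to 0.367.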
